# Vitamin A treatment restores vision failures arising from Leber’s hereditary optic neuropathy–linked mtDNA mutation

**DOI:** 10.1172/jci.insight.188962

**Published:** 2025-03-04

**Authors:** Cheng Ai, Huiying Li, Chunyan Wang, Yanchun Ji, Douglas C. Wallace, Junbin Qian, Yimin Zhu, Min-Xin Guan

**Keywords:** Genetics, Metabolism, Ophthalmology, Genetic diseases, Mitochondria, Mouse models

## Abstract

Leber hereditary optic neuropathy (LHON) is a paradigm for mitochondrial retinopathy due to mitochondrial DNA (mtDNA) mutations. However, the mechanism underlying retinal cell–specific effects of LHON-linked mtDNA mutations remains poorly understood, and there has been no effective treatment or cure for this disorder. Using a mouse model bearing an LHON-linked ND6^P25L^ mutation, we demonstrated that the mutation caused retinal cell–specific deficiencies, especially in retinal ganglion cells (RGCs), rods, and Müller cells. Single-cell RNA sequencing revealed cell-specific dysregulation of oxidative phosphorylation and visual signaling pathways in the mutant retina. Strikingly, ND6 mutation–induced dysfunctions caused abnormal vitamin A (VA) metabolism essential for visual function. VA supplementation remarkably alleviated retinal deficiencies, including reduced fundus lesion and retinal thickness and increased numbers of RGCs, photoreceptors, and Müller cell neurites. The restoration of visual functions with VA treatment were further evidenced by correcting dysregulations of phototransduction cascade and neurotransmitter transmission and restoring electrophysiological properties. Interestingly, VA supplementation markedly rescued the abnormal mitochondrial morphologies and functions in the mutant retina. These findings provide insight into retina-specific pathophysiology of mitochondrial retinopathy arising from VA deficiency and mitochondrial dysfunction induced by mtDNA mutation and a step toward therapeutic intervention for LHON and other mitochondrial retinopathies.

## Abstract 2

The LHON-linked mtDNA mutation caused the deficient vitamin A metabolism and the administration of vitamin A rescued the retinal deficiency arising from LHON-associated mtDNA mutation.

## Introduction

Human retina is the high-energy-demanding tissue that is composed of 5 major neuronal cell classes — photoreceptors, bipolar cells, retinal ganglion cells (RGCs), horizontal cells, and amacrine cells — and Müller cells (1–3). Healthy mitochondria to produce cellular energy through oxidative phosphorylation (OXPHOS) are important for retinal cell function and normal vision (4–6). The pigmented/photoreceptor layers and ganglion cell/nerve fiber layers of retina are exquisitely vulnerable to OXPHOS impairment (6–10). These mitochondrial dysfunctions lead to retinal dystrophy, including retinitis pigmentosa and optic atrophy (5, 6). Leber hereditary optic neuropathy (LHON) is a paradigm for mitochondrial retinopathy, characterized by bilateral, painless, subacute, central visual loss in young adults (11–14). Retinal deficiencies in this disorder include the primary degeneration of RGCs accompanied by decreased thickness of retinal nerve fiber layer (13, 14). Mutations in mitochondrial DNA (mtDNA) have been identified as contributing to the pathogenesis of LHON to various extents (11–15). These LHON-associated mtDNA mutations, including NADH dehydrogenase subunit 1 gene (ND1) 3460G>A (A52T), ND4 11778G>A (R340H), ND6 14484T>C (M64V), and ND6 14600G>A (P25L) mutations, primarily affect the essential subunits of complex I (NADH: ubiquinone oxidoreductase) (11–19). LHON-associated mtDNA mutation–induced complex I dysfunctions impair the synthesis of ATP, increase generation of reactive oxygen species (ROS), and prompt apoptosis (20–26). However, the mechanism underlying the tissue-/cell-specific manifestation of LHON-associated mtDNA mutations is far from understood, and there is no effective treatment or cure for this disease.

A mouse bearing the LHON-linked ND6 P25L mutation, which exhibits RGC degeneration and preferential loss of the smallest fibers, is an excellent disease model for elucidating the pathophysiology of this disease, specifically the tissue-specific manifestations, and developing the therapy approach (27). In this study, using this disease model, we investigated the mechanism underlying retinal cell–specific manifestation of ND6^P25L^ mutation and therapeutic intervention for this disease. The mutant mice were assessed for the retinal cell–specific manifestations, including RGCs, other neuronal cell types, and Müller cells. To obtain a detailed single-cell transcriptome of the retina, we applied single-cell RNA sequencing (scRNA-Seq) technology to this mouse model. Based on scRNA-Seq data, we examined the cell-specific effects of mitochondrial dysfunctions, including the expression of genes involved in OXPHOS biogenesis and mitochondrial morphology and functions on the mouse retina. We then evaluated the impact of ND6 mutation on visual signaling pathways and retinal functions. Strikingly, scRNA-Seq analysis of metabolic profiles revealed the dysregulation of vitamin A (VA) (retinol) metabolism in the mutant retina. Indeed, VA and its derivatives, such as retinoic acid, play important roles in the eye development and visual function, particularly by regenerating the visual chromophore of rhodopsin for light reception (28–30). Furthermore, retinoic acid exerts an effect on the OXPHOS, mitochondria biogenesis, and oxidative stress (31–33). The VA deficiency often causes retinal diseases, including retinal pigment epithelium–related (RPE-related) disorders, and VA palmitate supplement improves vision in patients with retinitis pigmentosa (28, 34). Hence, the VA administration may act as one therapeutic approach to restore vision failures arising from LHON-linked mtDNA mutation. We then investigated if that VA supplementation improved deficient VA metabolism, rescued mitochondrial morphology and function, and subsequently restored the retinal deficiencies due to LHON-linked ND6 mutation in the ND6^P25L^ mutant and wild-type (WT) mice.

## Results

### scRNA-Seq reveals changes in retinal composition and transcriptional profiles.

To investigate the impact of the ND6 mutation on retinal cell composition and transcriptional profiles, we conducted droplet-based scRNA-Seq on retinal cells from 7-month-old ND6^P25L^ and WT mice. These analyses produced high-quality profiles for 83,672 cells. 

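The values given here come from replicate 1 of the WT retina and replicate 1 of the ND6 P25L retina, both from mice aged 7 months, and the other libraries of the experiment were not analysed here. For each library, the authors deposited the raw UMI counts of a droplet-based 3′ library, aligned to mm10 with Cell Ranger and not filtered for cells. The matrices hold 77958836 UMIs in the WT library and 80358255 UMIs in the mutant library. UMIs were summed over the cells of a library, or over the cells of one class, and scaled to the same total of UMIs in every such sum (CPM). Expression was compared as the log2 ratio of mutant CPM over WT CPM. With 1 library per condition, the spread between mice is not known, and no test was made. Shares carry exact Clopper-Pearson 95% intervals, sums exact Poisson intervals, and ratios exact conditional intervals, all of which cover counting error only. A list of genes is described by the median log2 ratio of its genes with at least 20 UMIs over both libraries, with an interval from 500 simulated sets of counts. Its percentile is its place among 10000 random lists of the same size and similar expression, and describes these 2 libraries only.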

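In these 2 libraries, 27231 WT barcodes and 22490 mutant barcodes held at least 401 UMIs, and 23176 WT and 22256 mutant barcodes of these also held at least 201 genes. The limit of 20% on mtDNA-encoded UMIs then removed 10647 WT barcodes, or 45.9%, and 3861 mutant barcodes, or 17.3%. The filter kept 12529 WT cells and 18395 mutant cells. The median cell held 1878 UMIs and 900 genes in the WT library, and 1416 UMIs and 768 genes in the mutant library. The kept cells hold 54524401 WT UMIs and 62949610 mutant UMIs. Adding a call on the ranked barcodes left 2137 WT and 3235 mutant cells. This call is a higher limit on depth, at 5604.2 UMIs in the WT and 4314.6 UMIs in the mutant library.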

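For the 2 libraries, cells were clustered on 30 principal components of 3000 variable genes, each scaled within its library. The 13 mtDNA-encoded genes, the genes of Supplemental Table 1, and *Otx2*, *Crx*, and *Olig1*, among others, were left out of the clustering. Leiden clustering gave 25 clusters, which were named from markers fixed beforehand. They comprise 8 rod-like clusters (*Nrl*, *Sag*, and others), 5 bipolar-like clusters (*Trpm1*, *Cabp5*, and others), 2 cone-like clusters (*Arr3*, *Opn1sw*, *Gnat2*), and 2 macrophage- or microglia-like clusters (*C1qa*, *Cx3cr1*). The immune genes *Ccl4* and *Ccl3* led 1 of the latter. Further clusters were 1 Müller-like (*Slc1a3*, *Aqp4*, *Sox9*), 1 amacrine-like (*Gad1*, *Slc6a9*, *Tfap2b*), 1 RPE-like (*Ttr*, *Rgr*, *Lrat*), and 1 of red blood cells (*Hbb-bs*). The remaining 4 clusters stayed unnamed. In 2 of them, with 783 WT cells (6.25%) and 1325 mutant cells (7.20%), *Glul* stood beside as many RGC markers, *Nefl* among them, in the leading 10 genes. Another held 129 WT cells (1.03%) and 357 mutant cells (1.94%), with medians of 47035 and 27148 UMIs. It had raised rod markers, but more cone than rod markers in its leading 10 genes, *Opn1sw* and *Arr3* among them. Its cells count in every value over all cells. The doublet caller did not work on these libraries, calling 0 WT cells and 1 mutant cell, so no doublets were removed.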

Following quality filtering, we integrated these profiles using canonical correlation analysis, performed differential expression analysis, and categorized the cells into 14 distinct clusters based on known gene markers (Figure 1, A and B, and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.188962DS1) (35–37). These markers included *Arr3*^+^ (cones), *Vsx2*^+^ (bipolar cells), *Sncg*^+^ (RGCs), *Ptn*^+^ (retinal progenitor cells), *Snhg11*^+^ (horizontal cells), *Gria3*^+^ (amacrine cells), *Slc6a9*^+^ (AC_Gly), *Gad1*^+^ (AC_GABA), *C1qa*^+^ (macrophages), *Rpe65*^+^ (RPE cells), *Glul*^+^ (Müller cells), and *Rho*^+^ (rods). 

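In the 2 libraries, *Snhg11* was highest in a single cluster of 79 WT and 305 mutant cells, with 2563 CPM against 446.1 CPM in the next cluster. That cluster held 3257 UMIs of the amacrine markers *Tfap2a*, *Tfap2b*, *Gad1*, and *Slc6a9*, and 149 UMIs of the horizontal cell markers *Onecut1*, *Onecut2*, *Lhx1*, and *Calb1*. When it was divided into 6 subclusters, 0 of them held more horizontal than amacrine marker UMIs. It is counted here as amacrine-like, and no horizontal-like or progenitor-like cluster was named.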

Transcription factor activities in cell clusters were verified using SCENIC (Figure 1C) (38).

To examine if the ND6 mutation affected retinal subset composition, we analyzed the relative proportions of each cell cluster among mutant and WT mouse retina. Figure 1, D and E, summarize marked variations in the cell type composition over 14 cell clusters between mutant and WT mouse retina. The mutant retina exhibited various reductions in neuronal cell types, including cones, bipolar cells, horizontal cells, and Muller2 cells, with especially pronounced effects on Rod2 cells, but significantly increased proportions of Muller1 cells, as compared with those in WT retina.

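Of the 12529 WT and 18395 mutant cells, rod-like cells made up 81.0% (80.3 to 81.7) in the WT library and 75.4% (74.7 to 76.0) in the mutant library. Without the mtDNA limit these shares were 60.1% and 59.3%, with a log2 ratio of −0.019 (−0.054 to 0.015). Cone-like cells made up 3.91% (3.58 to 4.27) and 4.04% (3.76 to 4.34), a log2 ratio of 0.05 (−0.12 to 0.22). It rose to 0.32 (0.18 to 0.47) with genes scaled over both libraries, to 0.27 (0.10 to 0.45) after anchor-based integration, and to 0.52 (0.40 to 0.65) without the mtDNA limit. The cone-like shares leave out the unnamed cluster led by cone genes, with 1.03% of WT and 1.94% of mutant cells. Bipolar-like cells made up 1.84% (1.61 to 2.09) and 3.39% (3.13 to 3.66), a log2 ratio of 0.88 (0.66 to 1.11). Amacrine-like cells made up 0.631% (0.500 to 0.785) and 1.66% (1.48 to 1.85). The 45 WT and 86 mutant Müller-like cells made up 0.359% (0.262 to 0.480) and 0.468% (0.374 to 0.577), a log2 ratio of 0.38 (−0.16 to 0.93). It was −1.15 (−2.20 to −0.14) with the call on ranked barcodes, 1.13 (0.57 to 1.70) without the mtDNA limit, and 1.94 (1.48 to 2.43) after anchor-based integration, so its direction is not settled. Macrophage- or microglia-like cells made up 1.91% (1.68 to 2.16) and 0.723% (0.606 to 0.856). RPE-like cells made up 2.44% (2.18 to 2.73) and 5.10% (4.79 to 5.43), a log2 ratio of 1.06 (0.88 to 1.25) that reversed to −1.02 with the call on ranked barcodes. The median RPE-like cell held 2736 UMIs in the WT and 1086 in the mutant library, and the median Müller-like cell 8562 and 1707. The limit of that call lies above both mutant medians. Its shifts of the RPE-like and Müller-like shares may therefore reflect depth. Cells of unnamed clusters made up 7.28% (6.83 to 7.75) and 9.15% (8.74 to 9.58), under a naming rule settled after the clusters were seen. Several naming markers also differed between the libraries within their class, so the shares are described for each library and not as changes in cell number. From the proportions over all its libraries, the paper states that the composition of the mutant retina was altered.

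**Figure D1:**
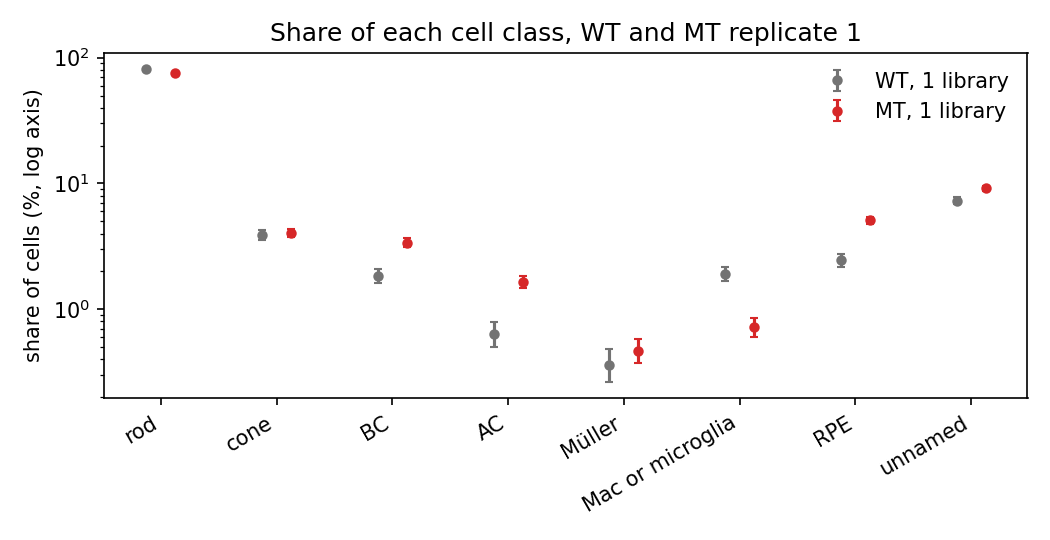
Share of each cell class in WT and MT (ND6 P25L) replicate 1, in percent of all cells passing the filter, on a log axis. Points are 1 library each and bars are exact 95% binomial intervals. The intervals of the cone-like and the Müller-like shares overlap between the libraries.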

The transcriptomic changes in the rod and Müller cells were further evaluated using pseudotime trajectory analysis with the Slingshot package (Figure 1, F–I). The mutant retinas revealed a higher density of Rod1 and Muller1 cells but a lower density of Rod2 and Muller2 cells, as compared with WT retinas (Figure 1, G and I). 

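Rod-like cells of both libraries were divided into 2 groups by k-means on their principal components, without *Otx2*, *Crx*, and the mtDNA-encoded genes. The groups are called lower and higher by their median UMI count, since the files do not show which matches Rod1 or Rod2. The lower group held 7014 WT cells (median 1428 UMIs) and 10285 mutant cells (median 1183 UMIs). The higher group held 3138 WT cells (median 4691 UMIs) and 3576 mutant cells (median 3868.5 UMIs). As log2 ratios of the higher over the lower group, *Otx2* (ENSMUSG00000021848) stood at 1.60 (1.52 to 1.68) in WT and 1.14 (1.07 to 1.22) in mutant cells. *Crx* (ENSMUSG00000041578) stood at 0.82 (0.77 to 0.86) and 0.60 (0.56 to 0.64). For mt-Nd4 the log2 ratios were −0.93 (−0.94 to −0.92) and −0.73 (−0.75 to −0.72), and for mt-Cytb −0.97 (−0.98 to −0.96) and −0.82 (−0.83 to −0.81). With each cell thinned to 400 UMIs, the mt-Cytb ratio moved most, to −0.63 in WT, and none of these ratios changed sign. The nuclear transcript *Kcnq1ot1* was also higher in the higher group, by 2.95 (2.78 to 3.14) and 2.11 (1.99 to 2.23). Ribosomal protein transcripts took 11.9% of UMIs in the lower and 5.94% in the higher group of WT cells, and 11.3% and 7.35% in mutant cells.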

Rod2 cells exhibited higher expression of photoreceptor differentiation transcription factors, such as *Otx2* and *Crx*, but lower expression of OXPHOS markers, including ND4 and CYTB, than in Rod1 cells, indicating that Rod2 cells may be more differentiated and have specific mitochondrial features (Figure 1F and Supplemental Figure 1, B and C) (39–41). Moreover, Muller1 cells expressed higher levels of progenitor transcription factors *Ascl1* and *Olig1*, but lower levels of *Otx2* and *Crx*, than in Muller2 cells, suggesting that Muller1 cells may function as the progenitors for major retinal cell types (Figure 1H and Supplemental Figure 1, D and E) (42, 43).

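The same division of the Müller-like cells gave a lower group of 33 WT and 59 mutant cells, with medians of 5907 and 1330 UMIs. The higher group held 12 WT and 27 mutant cells, with medians of 39245 and 7600 UMIs. *Olig1* had 0 UMIs in all of these groups. In the WT cells, a count of 0 allows up to 14.4 CPM in the lower and 5.38 CPM in the higher group. In the mutant cells, it allows up to 33.6 and 12.2 CPM, so a difference in this gene was not detectable at this depth. *Otx2* was higher in the higher group, with log2 ratios of 2.16 (1.59 to 2.80) in WT and 1.77 (0.78 to 2.95) in mutant cells. *Crx* showed ratios of 2.80 (2.28 to 3.37) and 1.28 (0.62 to 2.02).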

### Retinal cell–specific defects in transcriptional regulation of OXPHOS pathways.

We performed differential expression analysis and scored REACTOME pathway activity for each cell subset in the mutant and WT retinas. The pathway analysis revealed the dysregulation of OXPHOS pathways among the majority of cell clusters in mutant retina. In particular, upregulated pathways included mitochondrial transfer RNA (tRNA) processing, tricarboxylic acid (TCA) cycle, and transcriptional regulation of small RNAs, while downregulated pathways were primarily involved in OXPHOS biogenesis, such as electron transport chains, ATP synthase, and TCA cycle (Figure 2, A and B). Furthermore, several phototransduction cascade pathways were upregulated in the C3_Müller1, C6_BC, and C10_AC_Gly (Figure 2A), suggesting that these cell types were particularly vulnerable to mitochondrial dysfunctions.

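Over all cells of the 2 libraries, mtDNA-encoded transcripts took 8.19% of UMIs (8.18 to 8.19) in the WT library and 7.02% (7.01 to 7.02) in the mutant library. Without the limit on mtDNA-encoded UMIs, the shares were 12.9% and 8.80%, but with the call on ranked barcodes they were 5.94% and 5.90%. The share was higher in the mutant library in amacrine-like (6.30% and 6.66%), Müller-like (5.18% and 6.88%), and RPE-like cells (5.03% and 5.23%). That direction is not settled, since 11, 12, and 13 of the 13 mtDNA-encoded genes were lower in these 3 classes when cells were weighted equally. Of the nDNA-encoded OXPHOS genes of Supplemental Table 1, 126 had at least 20 UMIs. Their median log2 ratio was 0.13 (0.12 to 0.14), with 91 genes higher and 35 lower in the mutant library, against a median of 0.07 over all 15875 genes. The list lay at percentile 100 of the random lists. Scaling by the median of ratios moved it most, to 0.10. With the mean over cells of the per-cell CPM, the list stood at 0.11 and the median of all genes at 0.21.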

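The phototransduction list of Supplemental Table 2 was compared in those classes of the 2 libraries whose naming markers it does not hold, which leaves out rod-like and bipolar-like cells. Its median log2 ratio was 0.32 (0.20 to 0.35) in amacrine-like cells, with 21 genes higher and 8 lower in the mutant library. With the highest 10% of doublet scores removed, an alternative chosen later, it was 0.04. In Müller-like cells it was −0.12 (−0.26 to −0.08), with 7 genes higher and 19 lower. The value was 0.00 (−0.07 to 0.11) in macrophage- or microglia-like cells, 0.11 (0.07 to 0.15) in cone-like cells, and 0.21 (0.12 to 0.26) in RPE-like cells. The call on ranked barcodes moved the Müller-like value most, to 0.34, and it was 0.02 when cells were weighted equally. Without the mtDNA limit, the RPE-like value was −0.39 and the cone-like value −0.01, while the call on ranked barcodes took the RPE-like value to 1.82. In the 5 classes other than rod-like and cone-like cells, 77 of 80 levels of 8 rod genes lay below their level in barcodes with 10 to 100 UMIs, which are taken to hold mostly free RNA.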

To further assess the effects of ND6 mutation on the OXPHOS pathways, we focused on 152 (13 mtDNA and 139 nuclear DNA [nDNA], MitoCarta3.0 database) genes involved in OXPHOS biogenesis in the differential expression analysis of retinal subsets (44). As shown in Figure 2C and Supplemental Figure 2A, 13 mtDNA-encoded and 38 nDNA-encoded genes in the mutant retina exhibited differential expression across 14 subsets as compared with WT retina (absolute logFC > 0.5 and *P* value < 0.05). Notably, RGCs exhibited many more downregulated genes than upregulated genes. 

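No cluster of the 12529 WT and 18395 mutant cells met the rule for RGC-like cells. An RGC-like cluster was named only without the limit on mtDNA-encoded UMIs. It then held 96 WT cells, or 0.414% (0.336 to 0.506), and 265 mutant cells, or 1.19% (1.05 to 1.34). OXPHOS genes in RGCs are therefore not reported here for these 2 libraries.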

More downregulated than upregulated genes were also observed in Rod1, RPE, and macrophages. Conversely, more upregulated than downregulated genes occurred in the cone, HC, GABAergic AC, Rod2, and Muller2, respectively.

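In each class of the 2 libraries, the nDNA-encoded OXPHOS genes were tallied by the sign of the log2 ratio, without a threshold. In rod-like cells 92 genes were higher and 34 lower in the mutant library, with a median of 0.20 (0.19 to 0.21). In cone-like cells 86 were higher and 40 lower, with a median of 0.11 (0.09 to 0.14). Macrophage- or microglia-like cells had 85 higher and 17 lower (median 0.24, 0.18 to 0.31, and 0.02 when cells were weighted equally). In amacrine-like cells 21 were higher and 103 lower (median −0.28, −0.32 to −0.24), and in bipolar-like cells 49 were higher and 77 lower (median −0.04, −0.08 to 0.00). The mix of subclusters within the amacrine-like cells differed between the libraries, and its part in this tally was not tested. RPE-like cells had 48 higher and 76 lower, with a median of −0.04 (−0.08 to −0.02) that reversed to 0.24 without the mtDNA limit and fell to −0.51 with the call on ranked barcodes. Müller-like cells had 73 higher and 37 lower, with a median of 0.18 (0.10 to 0.25) that reversed to −0.04 when cells were weighted equally.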

We then examined the expression levels of mtDNA and nDNA genes encoding components for each of the OXPHOS complexes (Supplemental Table 1). 

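The 13 mtDNA-encoded genes lie on chromosome M, with positions taken from an annotation of mm10 whose identifiers matched all 13 genes of the files. mt-Nd6 (ENSMUSG00000064368), the mutated gene, is encoded on the minus strand from 13552 to 14070 and overlaps the end of mt-Nd5 (11742 to 13565) on the other strand. Its count fell from 2442 UMIs in the WT library to 1684 in the mutant library, a log2 ratio of −0.74 (−0.83 to −0.65). The mutation changes 1 base, so this level does not check the labels of the libraries. Over all cells, 13 of the 13 genes had a lower CPM in the mutant library, from −1.50 (−1.54 to −1.45) for mt-Atp8 to −0.06 (−0.07 to −0.05) for mt-Nd1. The log2 ratios of mt-Nd2 and mt-Cytb were −0.36 (−0.37 to −0.35) and −0.17 (−0.18 to −0.17). Those of mt-Nd3 and mt-Nd4l were −0.69 (−0.70 to −0.67) and −1.21 (−1.24 to −1.19). For mt-Co1, mt-Co2, mt-Co3, and mt-Atp6 they were −0.35 (−0.36 to −0.35), −0.15 (−0.16 to −0.15), −0.12 (−0.13 to −0.12), and −0.21 (−0.21 to −0.21). The pairs mt-Atp8 (7766 to 7969) and mt-Atp6 (7927 to 8607), and mt-Nd4l (9877 to 10173) and mt-Nd4 (10167 to 11544), overlap, which leaves their counts uncertain. Without the mtDNA limit all 13 genes were lower, with mt-Nd1 at −0.38, mt-Nd2 at −0.68, and mt-Cytb at −0.52. As shares of mtDNA-encoded UMIs, a scale chosen after seeing the data, 8 genes were lower and 5 higher, with mt-Nd1 at 0.16, mt-Co3 at 0.10, mt-Co2 at 0.07, mt-Cytb at 0.05, and mt-Atp6 at 0.01. The call on ranked barcodes gave the same tally, with mt-Cytb at 0.02. By CPM, mt-Nd3, mt-Nd4l, mt-Nd5, and mt-Atp8 were lower in the mutant library in 7 of 7 classes, while mt-Nd2 was lower in 6 and mt-Cytb, mt-Co2, and mt-Co3 in 4. These counts of classes hold for summed CPM and changed under other settings.

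**Figure D2:**
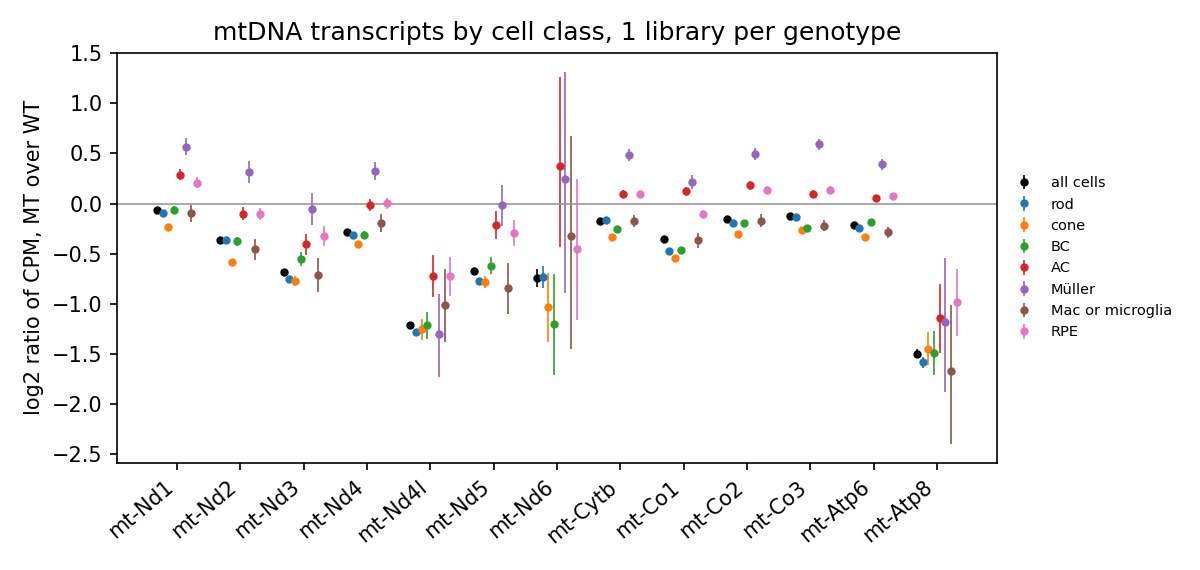
Log2 ratio of CPM, MT (ND6 P25L) over WT, for each mtDNA-encoded gene in all cells and in each cell class. Points are sums over the cells of 1 library per genotype and bars are exact 95% intervals of the ratio. By CPM, all 13 points for all cells lie below 0, where 5 lie above it as shares of mtDNA-encoded UMIs or with the call on ranked barcodes.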

Similar expression patterns of mtDNA-encoded subunits, including upregulation of ND2, CYTB, and ATP8 but downregulation of ND3, ND4L, CO1, CO2, CO3, and ATP6, occurred among 14 cell types in the mutant retina (Figure 2D and Supplemental Figure 3). These mRNA expressions were further confirmed by quantitative PCR analysis (Supplemental Figure 2B). By contrast, the expression levels of nDNA-encoded OXPHOS subunits and assembly factors varied greatly across the 14 subsets in the mutant retina. 

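By complex, the nDNA-encoded genes had median log2 ratios over all cells of 0.14 (0.13 to 0.16) for complex I, with 39 genes higher and 7 lower in the mutant library. Complex II stood at 0.07 (0.05 to 0.13), with 6 higher and 2 lower, and complex III at 0.12 (0.08 to 0.14), with 11 higher and 4 lower. Complex IV stood at 0.05 (0.02 to 0.10), with 19 higher and 15 lower, and complex V at 0.15 (0.14 to 0.16), with 16 higher and 8 lower. By class, complex I ranged from −0.25 (−0.31 to −0.17) in amacrine-like cells to 0.30 (0.16 to 0.39) in macrophage- or microglia-like cells. Complex V ranged from −0.36 (−0.43 to −0.29) in amacrine-like cells to 0.23 (0.06 to 0.32) in Müller-like cells, where it fell to −0.10 with cells weighted equally.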

Further expression analysis of genes associated with complex I assembly modules showed only downregulation of the ND2 module, including ND6, but upregulation of other 5 modules (Supplemental Figure 3).

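The nDNA-encoded structural genes of each complex I module were compared over all cells of the 2 libraries. In the ND2 module, 5 of 5 genes were higher in the mutant library, with a median log2 ratio of 0.12 (0.10 to 0.15), while its mtDNA-encoded members are ND2, ND3, ND4L, and ND6. The ND2 module by class ranged from −0.31 (−0.49 to −0.19) in amacrine-like cells to 0.30 (−0.01 to 0.45) in macrophage- or microglia-like cells. The medians were 0.13 (0.10 to 0.17) for the Q module, 0.12 (0.09 to 0.15) for Q/ND1, 0.20 (0.17 to 0.22) for ND4, 0.34 (0.31 to 0.37) for ND5, and 0.22 (0.20 to 0.27) for N. In Q/ND1, 3 genes were higher and 1 lower, and in the Q, ND4, ND5, and N modules 0 genes were lower.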

ROS production acts as a major mitochondrial function involved in cellular adaptation and stress resistance (45). Mitochondrial dysfunctions increase the ROS production and therefore regulate the expression of antioxidant pathways (23, 24, 46). We then examined the effects of ND6 mutation on antioxidant pathways in mouse retina. As shown in Figure 2, E and F, 11 clusters, including cones and Rod2, exhibited variable upregulation of antioxidant pathways, such as *SOD2*, with particularly pronounced upregulation in the RGCs, whereas 3 clusters, including RPE, showed downregulation of these pathways. These data indicated that the ND6 mutation caused cell-specific mitochondrial defects in retinal subsets.

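In the 2 libraries, *Sod2* (ENSMUSG00000006818) had 9968 UMIs in WT and 12782 UMIs in mutant cells, a log2 ratio of 0.15 (0.11 to 0.19). Of 12 genes taken from the antioxidant list of Supplemental Table 1, 9 were higher and 3 lower in the mutant library over all cells, with a median log2 ratio of 0.14 (0.11 to 0.17) at percentile 94.3. Without the mtDNA limit, the setting that moved it most, the median was 0.21 and the median of all genes 0.17. By class, the median was 0.22 (0.07 to 0.33) in cone-like, 0.21 (0.17 to 0.25) in rod-like, and 0.17 (0.05 to 0.36) in bipolar-like cells. The interval held 0 in macrophage- or microglia-like cells (0.17, −0.19 to 0.28), Müller-like cells (0.11, −0.16 to 0.37), amacrine-like cells (−0.01, −0.29 to 0.14), and RPE-like cells (−0.05, −0.26 to 0.08). The paper reasons from the OXPHOS genes and the antioxidant pathways of its clusters to defects that depend on the cell type.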

### Dysregulation of visual signaling pathways and VA metabolism.

We then assessed the cell-specific responses to mitochondrial dysfunctions caused by the ND6 mutation in the retinal subsets (Figure 3A). Phototransduction cascade and its activation pathways were specifically dysregulated in Müller1, BC, AC_Gly, and macrophages, indicating that visual function is cell-specifically susceptible to mitochondrial defects. To further investigate the consequences of the ND6 mutation on retinal function, we focused on the assessment of expression of vision-related signaling pathways in mutant and WT mice (Supplemental Table 2). 

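The lists of Supplemental Table 2 were compared over all cells of the 2 libraries. For phototransduction, the median log2 ratio was −0.09 (−0.10 to −0.01), with 11 genes higher and 20 lower in the mutant library, and it reversed to 0.01 without the mtDNA limit. The glutamate release list stood at 0.29 (0.21 to 0.30), with 17 higher and 7 lower. GABA synthesis and release stood at 0.58 (0.51 to 0.67), with 17 higher and 2 lower, and neurotransmitter uptake in glia at 0.40 (0.33 to 0.50), with 4 of 4 genes higher. These 2 moved to 1.06 and 0.96 when cells were weighted equally. The lists of the AMPA, NMDA, kainate, and GABA receptors stood at 0.29 (0.27 to 0.40), 0.29 (0.25 to 0.30), 0.44 (0.26 to 0.54), and 0.64 (0.53 to 0.73). The genes higher and lower were 21 and 8 for AMPA, 63 and 18 for NMDA, 22 and 7 for kainate, and 43 and 10 for GABA receptors. In rod-like cells, uptake in glia stood at 0.84 (0.75 to 0.93) and GABA receptors at 0.83 (0.61 to 0.92). GABA receptors stood at 0.13 in bipolar-like, 0.05 in amacrine-like, 0.12 in macrophage- or microglia-like, and 0.12 in RPE-like cells. The NMDA list ranged from 0.04 in macrophage- or microglia-like to 0.21 in Müller-like cells, below its value over all cells. In bipolar-like and amacrine-like cells, uptake in glia stood at 0.92 and 0.63. Both classes take larger shares of the mutant cells, so the mix of cells may add to the values over all cells, which was not tested. In mutant rod-like cells, 33 genes of the glia uptake, GABA receptor, and GABA synthesis and release lists were compared with free RNA. Of these, 26 lay below their level in barcodes with 10 to 100 UMIs, taken as free RNA.

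**Figure D3:**
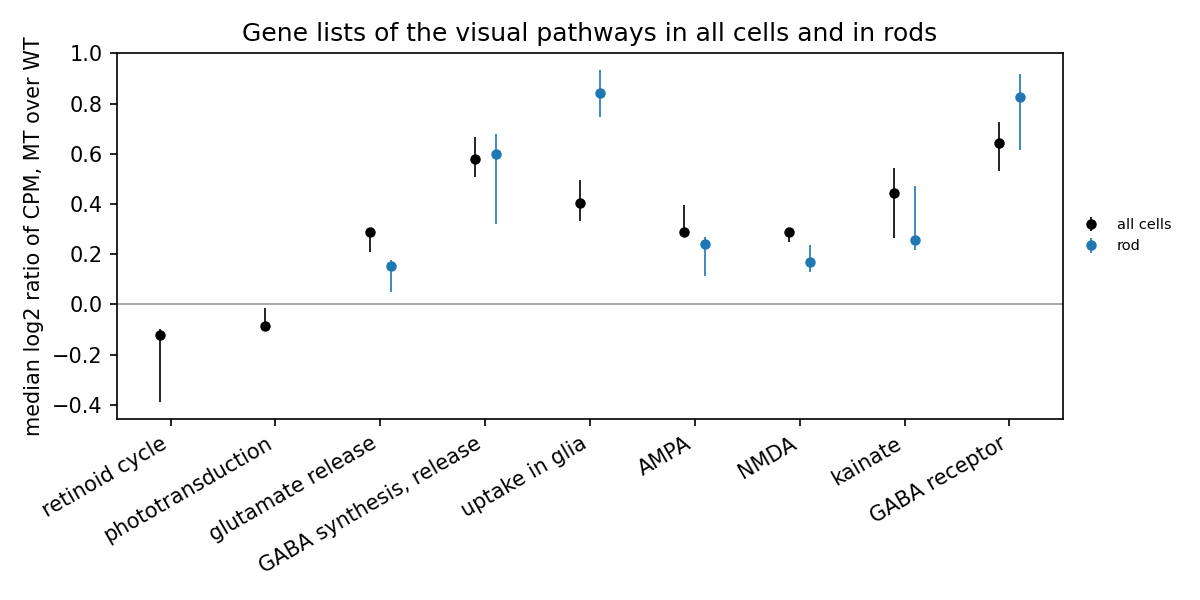
Median log2 ratio of CPM, MT (ND6 P25L) over WT, for each gene list of the visual pathways in all cells and in rod-like cells, 1 library per genotype. Bars are 95% intervals from simulated counts, and the retinoid cycle and phototransduction lists are left out for rod-like cells, whose markers they hold. The neurotransmission lists lie above 0, and the retinoid cycle list, below 0 here, lies above it when cells are weighted equally or without the mtDNA limit, as does phototransduction without the limit.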

As shown in Figure 3B, ND6 mutant retina exhibited marked dysregulation of the phototransduction cascade, canonical retinoid (VA) cycle, and neurotransmission pathways, including neurotransmitter uptake, glutamate release, and GABA release and reuptake.

To systematically evaluate metabolic changes in ND6 mutants, we employed the Compass algorithm for comprehensive single-cell metabolism characterization (47). Using flux balance analysis, we showed significant differences in metabolic profiles, including up- and downregulated reactions across pathway boundaries between mutant and WT retinas (Figure 3C). In particular, the mutant retina exhibited the downregulation of mitochondrial and cytosolic bioenergetic pathways, including glycolysis, CoA synthesis, fatty acid oxidation, NAD metabolism, and TCA cycle, but upregulation of ROS detoxification enzymes (Figure 3C and Supplemental Figure 4).

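Transcripts of the enzymes of the reactions named in Supplemental Figure 4 were compared over all cells of the 2 libraries, a different measure from Compass scores. The lists are parts of the pathways, without hexokinase or pyruvate kinase for glycolysis. For glycolysis, the median log2 ratio was 0.19 (0.14 to 0.24), with 7 genes higher and 2 lower in the mutant library, at percentile 96.9. For CoA synthesis it was −0.06 (−0.16 to 0.02), with 2 higher and 3 lower. It fell to −0.18 with the call on ranked barcodes and was 0.12 when cells were weighted equally. The fatty acid oxidation list, only *Cpt1a*, *Cpt1b*, *Cpt1c*, and *Cpt2*, stood at 0.43 (0.26 to 0.54), with 3 higher and 1 lower. The TCA cycle stood at 0.00 (−0.03 to 0.09), with 7 higher and 7 lower.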

Strikingly, the VA metabolism was significantly upregulated in the mutant retina (Figure 3C). 

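The retinoid cycle list of Supplemental Table 2 had a median log2 ratio of −0.12 (−0.39 to −0.10) over all cells of the 2 libraries, with 6 genes higher and 13 lower in the mutant library, at percentile 2.86. The list stood at 0.53 with each cell weighted equally, against 0.21 for all genes, and at 0.05 without the mtDNA limit, against 0.17 for all genes. With the call on ranked barcodes it moved to −0.63. The list holds markers of RPE-like and Müller-like cells, so it also follows their shares of the UMIs, and it is not given for those classes.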

We then further assessed the impact of ND6 mutation–induced abnormal metabolism of VA on retina function. In fact, VA is delivered from the blood to RPE cells via retinoid binding protein receptor STRA6 (28). It then undergoes a visual cycle in RPE, photoreceptor cells, and Müller cells to regenerate the visual chromophore of rhodopsin for light reception (Figure 3D) (28–30). 

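Over all cells of the 2 libraries, *Rpe65* (ENSMUSG00000028174), which encodes the retinol isomerase, had 6094 UMIs in WT and 4644 UMIs in mutant cells, a log2 ratio of −0.60 (−0.65 to −0.54). *Stra6* (ENSMUSG00000032327) had 1030 and 852 UMIs, a ratio of −0.48 (−0.61 to −0.35). The retinol dehydrogenases *Rdh5* (ENSMUSG00000025350) and *Rdh12* (ENSMUSG00000021123) stood at −0.45 (−0.49 to −0.40) and −0.43 (−0.45 to −0.41). With each cell weighted equally, *Rpe65*, *Stra6*, and *Rdh5* reversed to 1.03, 0.93, and 1.15, while *Rdh12* stayed below 0 under every setting that was run. *Rpe65* and *Rdh5* are naming markers of RPE-like cells, so their sums depend in part on the UMIs of those cells. How large that part is was not tested, and no value within the class is given.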

Compass analysis exhibited significant upregulation of retinol isomerase and reductase in the mutant retina (Figure 3E). Aberrant VA metabolism was further verified via ELISA and Western blot assays. As shown in Figure 3F, the levels of retinol in the mutant retina were decreased by 31%, as compared with WT retina. As illustrated in Figure 3G, mutant retina displayed marked decreases in the levels of STRA6 (retinal vitamin A transport protein) but marked increases in levels in the RPE65 (retinol isomerase), compared with those in the WT retina (Figure 3G) (48–50). These may provide new insights into pathophysiology of LHON-linked mtDNA mutations via the dysregulation of deficient VA metabolism.

### VA supplementation restores retinal deficiency.

VA supplementation may be utilized as one therapeutic approach to restore retinal deficiency arising from LHON-linked mtDNA mutation. We investigated if that VA supplementation improved deficient VA metabolism, rescued mitochondrial morphology and function, and subsequently restored retinal deficiencies due to LHON-linked ND6 mutation in the mutant and WT mice. Starting from the age of 2 months, WT and ND6^P25L^ mice were maintained on either a standard VA control chow (4 IU retinol/g) or VA excess chow (120 IU retinol/g). We then evaluated retinal phenotypes at the age of 2 months (baseline) and subsequently at 3 and 4 months. At the age of 2 months, fundus examinations revealed ocular lesions in the mutant retina, a typical phenotype of RPE abnormalities (Figure 4A and Supplemental Table 3) (5, 51). Corresponding optical coherence tomography (OCT) data verified structural abnormalities in the RPE and photoreceptor cells. Notably, the retinal deficiencies in the mutant mice worsened, such as enlarged areas of lesion and increased retina thickness, at the ages of 3 and 4 months (Figure 4, A–C). After supplementing VA for 1 or 2 months, retinal deficiency of ND6^P25L^ mice was significantly restored, including decreased lesion area and retina thickness, as compared with those without VA. In contrast, there were no significant differences of retinal phenotype in the WT mice with and without VA supplementation.

We further investigated the cell-specific effects of VA supplementation on RGCs, Müller cells, and rods. Immunofluorescence staining analysis revealed a 53.4% decrease in Brn3a-positive (transcription factor essential for RGC survival) RGCs, a 95.4% reduction in Vimentin-positive Müller cell neurites in the inner plexiform layer, and a 19.4% decrease in the photoreceptor cells in the mutant mice at the age of 4 months, as compared with WT mice (Figure 4, D–G). Two months of VA supplementation markedly restored the degeneration of retinal cells in mutant mice to levels comparable to those in WT mice (Figure 4, D–G). In particular, the numbers of Brn3a-positive RGCs, Vimentin-positive Müller cell neurites, and the photoreceptor cells in the mutant mice after supplementation of VA were elevated to 233%, 1,204%, and 122% of those in untreated mutant mice. Furthermore, untreated mutant mice exhibited concentrated rhodopsin at the outer segment layer adjacent to the RPE, with a substantial reduction in rhodopsin within the outer nuclear layer (ONL) and inner segment layer (ISL). In contrast, rhodopsin distribution in VA-supplemented ND6^P25L^ mice was similar to that in WT mice (Figure 4D). These results indicated that dietary VA supplementation remarkably ameliorated retinal abnormalities and cellular deficiencies in ND6 mutant mice.

### Restoration of VA metabolism and visual function.

We assessed if the VA supplementation restored the deficient VA metabolism due to ND6 mutation. The levels of VA metabolic pathway–related proteins, including STRA6, RPE65, retinol dehydrogenases (RDH5 and RDH12), lipoprotein ligase (LPL), and lipoprotein receptor (LRP1), in the presence and absence of VA supplementation were measured by Western blot analysis (28–30). As shown in Figure 5A and Supplemental Figure 5A, the VA supplementation levels made the levels of STRA6, RPE65, and LPL in the mutant retina comparable to those in WT mice but did not change the levels of RDH5, RDH12, and LRP1 in the mutant retina. Furthermore, the VA treatment elevated the levels of retinoid acid (RA) receptors RARα and RXRα in the mutant retina, indicating the recovery of VA signaling pathways (Figure 5A and Supplemental Figure 5A) (52). As shown in Figure 5B, ELISA revealed that VA supplementation increased VA content in the eyes of ND6^P25L^ mice to 395.3% of the levels without VA supplementation.

We then investigated whether VA supplementation ameliorated the phototransduction and neurotransmitter transmission pathways in the mutant mice. The administration of VA resulted in various changes in the levels of components (RHO, PRKCQ, and PDE6B) of phototransduction pathways and components (GluR1, GABBR1, NMDAR1, GNB3, and VAMP2) of neurotransmitter transmission pathways (Figure 5, C–E, and Supplemental Figure 5B) (2, 53–55). In particular, VA administration resulted in decreased RHO levels and increased PRKCQ levels but no change in PDE6B level in the mutant retina (Figure 5, C and D). Moreover, markedly increased levels of GluR1, GABBR1, NMDAR1, and GNB3 occurred in the mutant retina, but VA administration reduced the levels of these proteins to be comparable to those in WT retina (Figure 5, C and E). However, VA treatment did not significantly change the levels of VAMP2, associated with the glutamate neurotransmitter release pathway in the mutant retina, as compared with those in WT retina (Figure 5, C and E).

We then evaluated if VA supplementation restored visual functions, focusing on photoreceptor deficits, by full-field electroretinography (ffERG). As shown in Figure 5F, the amplitudes of b-waves for scotopic (rod) responses and photopic (cone) responses in the mutant retina were 31.5% and 58.6% of those in WT mice. The supplementation of VA increased these amplitudes to 213.9% and 155.6% of unsupplemented levels for scotopic responses and photopic responses, respectively. These data demonstrated that the VA supplementation restored retinal failure arising from ND6 mutation.

### Rescuing abnormal mitochondrial morphology and function.

We then assessed if VA supplementation was able to rescue ND6 mutation–induced abnormal morphology and function of mitochondria in the mouse retina. As shown in Figure 6A, supplementation of VA significantly corrected abnormal mitochondrial morphologies, including swelling, cristae malformations, enlarged size, and reduced number in the RGCs and rods of mutant retina, as compared with WT retina.

We then examined if the VA administration restored mitochondrial dysfunctions in the retina by enzyme histochemistry staining for succinate dehydrogenase (SDH) and cytochrome *c* oxidase (COX) in the frozen retinal sections. As shown in Figure 6B, mutant retina exhibited markedly decreased SDH activity, particularly in the ISL, but mild reductions in COX activity, as compared with those in WT retina. In contrast, the SDH and COX staining in the brains between mutant and WT mice was not significantly different (Figure 6C). The discrepancy of complex II between the brain and retina was further assessed by Western blot analysis of complex I and II subunits. As shown in Supplemental Figure 6A, the levels of SDHA and SDHB were decreased in retina but not changed in the brain in the mutant mice, as compared with those in WT mice. We then analyzed the activities of OXPHOS complexes I, II, IV, and V using in-gel activity assays. Due to the difficulty in obtaining enough mutant mouse retinas, we used brains, which belong to the central nervous system and may share some common mitochondrial features with retina (56), for these experiments. Mitochondrial membrane proteins isolated from brains were separated by blue native–PAGE (BN-PAGE) and stained with specific substrates for each complex. As shown in Figure 6D, the brains of mutant mice exhibited markedly decreased activities of complexes I and IV but no changes in those of complexes II and V, as compared with WT mice. Furthermore, the levels of total cellular ATP production in the mutant brains were 73% of those in the WT brains (Figure 6E). Strikingly, the supplementation of VA remarkably elevated SDH and COX activities in the mutant retina (Figure 6B) and increased activities of complexes I and IV as well as levels of total cellular ATP in the mutant brains (Figure 6, D and E).

To test whether VA supplementation reduced the overproduction of ROS in the mutant retina, we measured the levels of antioxidant-related proteins, including catalase, SOD1, and SOD2, in mouse retina (45). As shown in Figure 6, F and G, the levels of SOD1, SOD2, and catalase in the mutant retina were 188.6%, 186.7%, and 190.5% of those in WT retina. Notably, VA supplementation gave rise to significantly reduced levels of SOD1, SOD2, and catalase in the mutant retina, indicating that VA supplementation reduced overproduction of ROS. The levels of ROS production were further measured by dihydroethidium staining in the frozen brain sections. As shown in Supplemental Figure 6B, increased levels of dihydroethidium staining reflecting the levels of ROS were observed in the mutant brains, and VA supplementation reduced the levels of dihydroethidium staining in the mutant brains, as compared with WT brains.

## Discussion

In this study, we investigated the retinal cell–specific effects and therapeutic potential of VA supplementation in LHON using a mouse model bearing the LHON-linked ND6^P25L^ mutation. This mouse model bearing the ND6^P25L^ mutation revealed the degeneration of RGCs and retinal nerve fiber loss, similar to retinal changes seen in human patients with LHON (13, 14, 27). However, this rodent model also featured significant degenerations of other retinal cells including rods and Müller cells, which are not described as prominent features of human patients with LHON (13, 14). These retinal cell–specific defects in the mutant mice were further verified by the scRNA-Seq data that the mutant retina exhibited various reductions in neuronal cell types, including cones, bipolar cells, horizontal cells, and Muller2 cells, and especially pronounced effects on Rod2 cells. Furthermore, functional defects in rods were corroborated by significant declines in dark-adapted amplitudes of b-waves for scotopic responses of ND6^P25L^ mouse eyes (Figure 5F). Indeed, characterization of these phenotypes in human patients has been challenging because of the difficulty in accessing patients’ tissues. Despite the organizational and metabolic differences between mouse and human retina, these findings may impact the precision diagnosis and treatment of LHON.

The ND6^P25L^ mutation led to the retinal cell–specific effects of OXPHOS biogenesis and subsequent failure of cellular energetic process. scRNA-Seq analysis revealed the dysregulation of OXPHOS pathways among the majority of cell clusters in mutant retina, including upregulation of mitochondrial tRNA processing and TCA cycle and downregulation of electron transport chains and ATP synthase, similar to biochemical phenotypes in cellular and mouse disease models (25, 57–60). As a result, these defects resulted in the deficient assembly and activity of OXPHOS complexes and increased overproduction of ROS in the mutant retina. Strikingly, ND6 mutation caused the cell-specific transcriptional dysregulation in the genes involved in OXPHOS biogenesis within the retina. In particular, much more downregulation than upregulation of these genes occurred in RGCs, while predominantly upregulation of these genes was observed in cone, HC, GABAergic AC, Rod2, and Muller2. This discrepancy may be attributed to retinal cell–specific energy demands and potential compensatory responses (61–64). These cell-specific mitochondrial dysfunctions were validated by various reductions in the SDH staining in the mutant retina, particularly pronounced decreases in rods, in contrast with no difference in the SDH staining between mutant and WT brains. However, the ND6 mutation downregulated the expression of other mtDNA-encoded complex I subunits in both retina and brain, which belong to the central nervous system and share some common mitochondrial features (56). Thus, the reduced activity of complex I in the brain mirrors the complex I deficiency in the retina in the mutant mice. The discrepancy of complex I and complex II activities between the brain and retina may reflect the tissue-specific mitochondrial function and metabolism. Furthermore, the differing elevating expression of antioxidant genes and ROS detoxification enzymes in most cell types, especially in the RGCs, reflected the cell-specific oxidative stress induced by mitochondrial dysfunctions (65–68).

The exciting discovery in the present investigation is that ND6^P25L^ mutation caused abnormalities in VA metabolism essential for vision. VA metabolism is involved in VA transfer to and storage in RPE, transfer to the photoreceptors, conversion to its active form, recycling of the inactive forms, and removal of the toxic by-products (28, 30, 69). In fact, VA also plays a role in the mitochondrial biogenesis by regulating the expression of both mtDNA and nucleus-encoded OXPHOS subunit (31–33). Hence, it is very likely that VA metabolism has feedback from deficient OXPHOS biogenesis arising from ND6 mutation and defective nuclear genes, such as *PRICKLE3* and *NDUFS4* (25, 59). In this study, scRNA-Seq analysis revealed significant upregulation of the VA metabolic pathway (Figure 3C), specifically in converting VA to active form and recycling of the inactive forms, in the mutant retina. In particular, the downregulation of STRA6 involved in transporting VA from blood into RPE and upregulation of RPE65 converting all-*trans*-retinol into 11-*cis*-retinol in the mutant retina reflected defective VA transfer to RPE and conversion to its active form, as in the case of *STRA6*-knockout mice (70–72). Furthermore, the upregulation of LPL, which hydrolyzes triglycerides and retinyl esters within chylomicrons and is one component of other pathways for VA transport, occurred in mutant retina, suggesting an adaptation of the retinal environment to VA deficiency in mutant mice (69). Moreover, the levels of RARα and RXRα, downstream markers of VA signaling pathways, were drastically decreased in the mutant retina. The dysregulation of RA signaling pathways may result in the low expression of STRA6, an RA-responsive gene (49, 52), and then exacerbate VA deficiency in the retina. The deficient VA metabolism led to reductions in VA content in the mutant eye and alterations in photoreceptor and RPE in the mutant eye (51, 72, 73). Other retinopathies arising from mitochondrial dysfunctions, such as progressive external ophthalmoplegia, macular pattern dystrophy, pigmentary retinopathy, and optic neuropathy, may similarly be driven by VA transport failure in the RPE. These findings indicated the role of VA and its derivatives in the pathophysiology of LHON and other mitochondrial retinopathies, and their potential as therapeutics.

The development of effective therapeutic strategies for treatment or cure of LHON has been challenging due to the complex genetics, manifested by mtDNA mutation and mutated nuclear modifiers or epigenetic factors (4, 74, 75). In this study, we demonstrated that VA administration restored mitochondrial dysfunctions and vision failure in the mutant retina. This treatment alleviated retinal deficiencies, including reductions in fundus lesion and retinal thickness and increases in the numbers of RGCs, photoreceptors, and Müller cell neurites. The restoration of visual functions was further supported by correcting dysregulations of phototransduction cascade and neurotransmitter transmission and restoring abnormal electrophysiological properties. In fact, the VA and its derivatives mediate mitochondrial dynamics and exert effects on energy metabolism and cell function (31, 33, 76–78). Here, the VA administration corrected abnormal mitochondrial morphology, including reduced sizes and increased numbers of mitochondria in RGCs and rod cells in the mutant mice, indicating the role of VA in mitochondrial dynamics (76). Furthermore, VA administration exerted effects on OXPHOS biogenesis and restored mitochondrial functions, evidenced by increasing expression of OXPHOS subunit, activity of complex I, and ATP production and reducing overproduction of ROS in the mutant mice. However, the VA dose used in the mouse model was more than 30 times higher than the control dose, exceeded the maximum safe daily intake dose for humans, and potentially caused acute and chronic side effects. The differences in VA transport and metabolism may result in differential effects of dietary VA supplementation between humans and rodents (79, 80). Further studies are necessary to identify the optimal dose of VA to treat patients with LHON. Our finding may open a new avenue to therapeutic interventions for LHON and other mitochondrial retinopathy, including RPE-related disorders such as macular degeneration, retinitis pigmentosa, and Stargardt’s disease (5).

In summary, our investigation demonstrated that the ND6^P25L^ mutation led to cell-specific defects in the retina, including marked degeneration in RGCs, and deficiencies in other retinal cells, including rods and Müller cells. The ND6^P25L^ mutation caused retinal cell–specific transcriptional regulation of OXPHOS pathways, dysregulation of visual signaling pathways, abnormal VA metabolism, and consequently visual failure. The supplementation of VA yielded the morphological and functional recovery of mitochondria and retinal cells in the mutant mice. These findings provide insights into the pathophysiology of LHON arising from mtDNA mutation–induced retinal cell–specific deficiencies and abnormal VA metabolism and a step toward therapeutic intervention for LHON and other mitochondrial retinopathies.

### Strengths.

The mouse disease model is an excellent disease model for deeply elucidating the pathophysiology of this disease. The mouse model bearing the ND6^P25L^ mutation exhibited retinal cell–specific manifestations similar to retinal changes seen in human patients with LHON, such as RGC deficiency, and never described in human patients with LHON, such as degenerations of other retinal cells, including rods and Müller cells. The LHON-linked mtDNA mutation caused the deficient VA metabolism, and the administration of VA rescued the retinal deficiency arising from LHON-associated mtDNA mutation.

### Limitations.

The mouse model carrying the homoplasmic ND6^P25L^ mutation across whole body manifested not only retinal cell–specific deficiencies but also in other tissues, such as cardiac defects. The mechanism underlying the mitochondrial dysfunction–induced deficient VA metabolism needs to be further investigated. This study lacks the clinical trial data, especially the appropriate dose of VA, to treat patients with LHON.

## Methods

### Sex as a biological variable.

Our study examined male mice because LHON is clinically more prevalent in males. Additionally, due to the reproductive challenges of mtDNA-mutant mice, female mice were primarily used for breeding purposes.

### Mouse genetics.

All animal care protocols were approved by the Animal Care and Use Committee of Zhejiang University School of Medicine. C57BL/6J WT mice were originally purchased from Shanghai SLAC Laboratory Animal Co, Ltd. Sanger sequencing analysis of the *Crb1* gene failed to detect the Rd8 mutation in vendor lines of C57BL/6J mice (81). The mice harboring the mtDNA ND6 13997G>A P25L mutations were provided by the University of Pennsylvania, and the mice were generated via the female embryonic stem cell fusion method (27, 82). The WT mice were maintained by brother-sister matings. The mtDNA ND6^P25L^ mutant mice were maintained by crossing female mtDNA-mutant mice with WT males. For genotyping ND6^P25L^ mice, a PCR segment (825 bp) spanning the ND6 gene was amplified from mouse tail DNA using primers (5′-CCCCCTAAATAAATTAAAAAA-3′ and 5′-ATAATAAATGGTAAGATGAAG-3′) and analyzed by Sanger sequencing. The resulting sequence data were compared with the updated consensus sequence (GenBank accession number: NC_005089.1) (83). All mice used for experiments were matched for sex and age.

### Library preparation for scRNA-Seq.

Libraries for scRNA-Seq were generated using the Chromium Single Cell 3′ library and Gel Bead & Multiplex Kit from 10x Genomics. We aimed to profile 8,000 cells per library (if sufficient cells were retained during dissociation). All libraries were sequenced on Illumina NovaSeq 6000. After quality control, raw sequencing reads were aligned to the mouse reference genome mm10 and processed to a matrix representing the unique molecular identifiers (UMIs) per cell barcode per gene using Cell Ranger (v3.0.2, 10x Genomics).

### Single-cell gene expression analysis.

Raw gene expression matrices generated per sample were merged and analyzed with the Seurat package (v3.1.4). Cell matrices were filtered by removing cell barcodes with <401 UMIs, <201 expressed genes, or >20% of reads mapping to mitochondrial RNA. The remaining cells were normalized and the 3,000 most variable genes were selected to perform a principal component analysis (PCA) after regression for confounding factors: number of UMIs, percentage of mitochondrial RNA, patient ID, cell cycle (S and G2M phase scores calculated by the CellCycleScoring function in Seurat), interferon response (BROWNE_INTERFERON_RESPONSIVE_GENES in the Molecular Signatures Database v6.2), and sample dissociation-induced stress signatures. To reduce batch effect, we performed data integration using anchor-based canonical correlation analysis in Seurat (v3) package between samples, followed by PCA and graph-based clustering. Clusters were calculated by the FindClusters function with a resolution between 0.2 and 2 and visualized using the t-distributed stochastic neighbor embedding dimensional reduction method. Differential gene expression analysis was performed for clusters generated at various resolutions by both the Wilcoxon rank sum test and Model-based Analysis of Single-cell Transcriptomics using the FindMarkers function. A specific resolution was selected when known cell types were identified as a cluster at a given resolution, but not at a lower resolution, with the minimal constraint that each cluster had at least 10 significantly differentially expressed genes (FDR < 0.01 with both methods) with at least a 2-fold difference in expression compared with all other clusters. Annotation of the resulting clusters to cell types was based on the expression of marker genes.

### SCENIC analysis.

Transcription factor (TF) activity was analyzed using SCENIC (v1.0.0.3) per cell type with raw count matrices as input. The regulons and TF activity (AUC) for each cell were calculated with the pySCENIC (v0.8.9) pipeline with motif collection version mc9nr. The differentially activated TFs of each subcluster were identified by the Wilcoxon rank sum test against all the other cells of the same cell type. TFs with logFC > 0.1 and an adjusted *P* < 1 × 10^−5^ were considered as significantly upregulated.

### Modeling of metabolic pathways based on scRNA-Seq data.

The metabolic landscape of mouse retina was modeled using the Compass method (version 0.9.5) (47) by leaving the standard settings unaltered. The gene expression matrix of retinal single-cell data was used as input. The Compass output data were concatenated and transformed as described (47). To determine which reactions and metabolites were significantly different between groups (WT and MT), a Wilcoxon rank sum test on Compass scores was performed.

### Quantitative real-time reverse transcription PCR.

Total RNA isolation and qRT-PCR were carried out as described previously (84). Briefly, the first-strand cDNA synthesis was carried out using a reverse transcription system kit according to the instructions of the manufacturer (Promega). qRT-PCR was performed in a 7900 HT Fast Real-time PCR system (Applied Biosystems). The mRNA levels of various genes were calculated after normalizing with *β-actin*. Primer sequences used for this analysis are presented in the Supplemental Table 4.

### Western blotting.

Western blot analysis was performed using 20 μg of total cellular proteins isolated from mouse tissues, as described elsewhere (21, 85). Samples were run through a 10% bis-Tris SDS-PAGE and electroblotted onto a PVDF membrane. The antibodies used for this investigation are summarized in Supplemental Table 5. Peroxidase AffiniPure goat anti-mouse IgG and goat anti-rabbit IgG (Beyotime A0216 and A0208, respectively) were used as secondary antibodies, and protein signals were detected using the ECL system (CWBIO). The quantification of density in each band was performed, as detailed previously (21, 85).

### VA measurement.

Eyes were enucleated and 2 eyecups from individual mice were pooled and homogenized in 200 μL hydroxylamine. VA concentration of eyecups was detected by an ELISA-based kit (Elabscience Biotechnology Co. Ltd.).

### VA supplementation.

VA excess chow and VA control chow were purchased from Xietong Shengwu. The only difference between these two types of chow is the concentration of VA, with 120,000 IU/kg in the VA excess chow and 4,000 IU/kg in VA control chow. The dose of VA with 120,000 IU/kg used for this investigation was in reference to the previous observation that the long-term administration of this megadose of VA rescued vision failure in a preclinical mouse model for RhoD190N-associated retinitis pigmentosa (86, 87). The WT and ND6-mutant mice were divided into 4 groups: wild-type mice on control chow (WT), wild-type mice on VA excess chow (WT+VA), ND6^P25L^ mice on control chow (MT), and ND6^P25L^ mice on VA excess chow (MT+VA). WT mice and ND6^P25L^ mutant mice at the age of 2 months were randomly assigned to one diet. All mice were maintained on either diet with ad libitum access to food and water on a 12-hour light/12-hour dark cycle for 8 weeks for longitudinal analysis of fundus phenotype.

### Fundus imaging and OCT.

An SD-OCT system (Micron IV, Phoenix Research Laboratories) was applied for fundus imaging and thickness measurements of the retinal layers of 2-month-old mice as baseline and months 1 and 2 after dietary intervention. Mice were anesthetized with pentobarbital sodium, and pupils were dilated with 1% tropicamide (Bausch & Lomb) followed by application of GenTeal Lubricant Eye Gel (Alcon). Systane lubricant eye drops (Alcon) were applied to keep the cornea moist. The fundus was viewed with an imaging camera, and SD-OCT with guidance of bright-field live fundus image was performed using the image-guided OCT system according to the manufacturer’s instruction. The retinal layer thickness was analyzed semiautomatically with Inviewer 3.0.

### Immunofluorescence.

Eye cups were dissected and immersed in 4% paraformaldehyde in PBS for 24 hours, then embedded in O.C.T. compound (Thermo Fisher Scientific) after infiltrating with 30% sucrose overnight. Transverse sections of the retina (10 μm thick) were mounted onto slides and blocked with 20% fetal calf serum in PBS for 1 hour. The retinas were incubated with primary antibodies at 4°C overnight, then the secondary antibodies. Images were taken by Leica DM4000B-M and Olympus Fluoview FV1000 microscopes. The antibodies used for this investigation are summarized in Supplemental Table 5.

### ERG recordings.

ERGs of 4-month-old mice were recorded as previously described (88). Both the scotopic and photopic ERGs were recorded with a well-established Ganzfeld Q450 dome stimulating and recording system. Mice were dark-adapted for 12 hours. Under dim red light, mice were anesthetized with intraperitoneal injection of ketamine/xylazine (80 mg/kg, 10 mg/kg, respectively). Pupils were dilated with tropicamide and corneas were protected by application of a thin layer of methylcellulose. ERGs were recorded via coiled silver electrodes contacting the moist cornea. A gold needle electrode was placed under the skin between shoulders to serve as both reference and ground. Responses were amplified differentially, band-pass filtered (0.1 to 500 Hz), and digitized at 10 kHz. Responses to flashes were averaged with an interstimulus interval ranging from 2 seconds for dim lights to 10 seconds for the brightest flashes. Five responses were averaged for each light intensity to eliminate electrical noise. Single-flash cone response was recorded after 10 minutes of light adaptation. ERGs were performed using a 0.01 and 1 cd·s/m^2^ flash stimulus and a 10 cd·s/m^2^ and 20 Hz flicker stimulus, respectively.

### Retinal ultrastructure and mitochondrial morphology.

The ultrastructure of mouse retina at 2 months after intervention was observed using transmission electron microscopy. Retina tissues were enucleated and fixed in 2.5% glutaraldehyde overnight. The specimens were postfixed with 1% OsO_4_ for 1 hour at room temperature, stained and blocked with 2% uranyl acetate for 30 minutes, and embedded in Epon 812 after dehydration. The sample was cut into 100 nm thick slices using UC7 ultramicrotome (Leica), and finally the images of retina ultrastructure were captured by a TECNAI transmission electron microscope (Philips).

### Native gel electrophoresis and enzymatic activity assays.

The activity of mitochondrial respiratory complexes was analyzed by mitochondria isolated from mouse brains using BN gel electrophoresis as detailed elsewhere (59). In brief, 400 μg mitochondria were solubilized in 0.5% DDM solution containing 50 mM NaCl, 50 mM imidazole, 2 mM 6-aminohexanoic acid, and 1 mM EDTA (pH 7.4) on ice for 20 minutes. After removing insoluble material by centrifugation at 12,000*g* for 20 minutes, Coomassie Brilliant Blue G-250 (Serva) was added to 20 μg lysed mitochondria at a dye/detergent ratio of 1:5 (w/w). The sample was loaded onto 3%–11% acrylamide gradient gels and electrophoresed at 150 V in dark-blue cathode buffer for 1 hour and then 250 V in light-blue running buffer for 1.5 hours at 4°C. The native gels were prewashed in cold water and then incubated with the substrates of complex I, complex II, complex IV, and complex V at room temperature: NADH and NTB for complex I; sodium succinate, phenazine methosulfate, and NTB for complex II; DAB and cytochrome *c* for complex IV; and glycine, MgSO_4_, ATP, and Pb(NO3)_2_ for complex V, as described elsewhere (84).

### COX-SDH histochemistry.

Enzyme histochemistry staining for SDH and COX in the frozen sections from mouse retinas was performed as detailed elsewhere (25). Briefly, freshly dissected retina tissues were embedded in OCT compound (Tissue-Tek), frozen on dry ice, and sectioned to 8 μm. For SDH staining, samples were incubated in 0.1 M phosphate buffer at pH 7.6, containing 5 mM EDTA, 1 mM potassium cyanide, 0.2 mM phenazine methosulfate, 50 mM succinic acid, and 1.5 mM nitro blue tetrazolium, at 37°C for 25 minutes. For COX staining, samples were incubated in 5 mM phosphate buffer at pH 7.6, containing 5 mM EDTA, 1 mM potassium cyanide, 0.2 mM phenazine methosulfate, 50 mM succinic acid, and 1.5 mM nitro blue tetrazolium, at 37°C for 60 minutes.

### ATP measurement.

The Enhanced ATP Assay Kit (Beyotime) was used for the measurement of total cellular ATP levels in mouse brains, according to the manufacturer’s instructions with some modification, as described previously (25).

### ROS measurement.

ROS levels were assessed using dihydroethidium (DHE; S0063, Beyotime, China). Fresh brain tissues were embedded in OCT compound (Tissue-Tek) and frozen on dry ice. Transverse brain sections (10 μm thick) were mounted onto slides and incubated with 5 μM DHE solution at room temperature for 30 minutes. Following incubation, the sections were rinsed 3 times with PBS. ROS fluorescence images were captured using a fluorescence microscope (Leica DM4000B-M). DHE red fluorescence was detected with an excitation wavelength of 525 nm and an emission wavelength of 590 nm, using identical exposure settings across samples. The intensity of red fluorescence was used as a measure of ROS levels, with higher fluorescence indicating greater ROS content.

### Statistics.

All data were expressed as mean ± SEM if not specified otherwise in the legends. Statistical analysis of the data was performed using GraphPad Prism 9. Comparison between 2 groups was made using a 2-tailed unpaired Student’s *t* test. Normality was assessed using the Shapiro-Wilk test (*P* > 0.05), and equal variance was verified using the *F* test (*P* > 0.05). In cases where the *F* test indicated unequal variances, Welch’s *t* test was used as an alternative to the Student’s *t* test. The statistical significance for multiple groups was assessed by 1-way ANOVA, followed by the Tukey post hoc test. Results are presented in dot plots, with dots denoting individual values. *P* < 0.05 was considered statistically significant. Further statistical details of experiments can be found in the figure legends and Results section.

### Study approval.

All animal experiments were approved by the Institutional Animal Care and Use Committee, Zhejiang University School of Medicine.

### Data availability.

Raw scRNA-Seq data are available at the National Center for Biotechnology Information Gene Expression Omnibus with the accession number GSE280785. A Supporting Data Values file is provided as supplemental material.

## Author contributions

MXG designed the experiments and monitored the project progression and data analysis and interpretation. CA and HL performed the mouse experiments; JQ, CA, and CW carried out scRNA-Seq data analysis; DCW provided the mouse model; CA, YJ, and JQ undertook the data analysis; YZ acquired funds; CA and JQ prepared the initial draft of the manuscript; and MXG prepared the final version of the manuscript. All authors reviewed the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
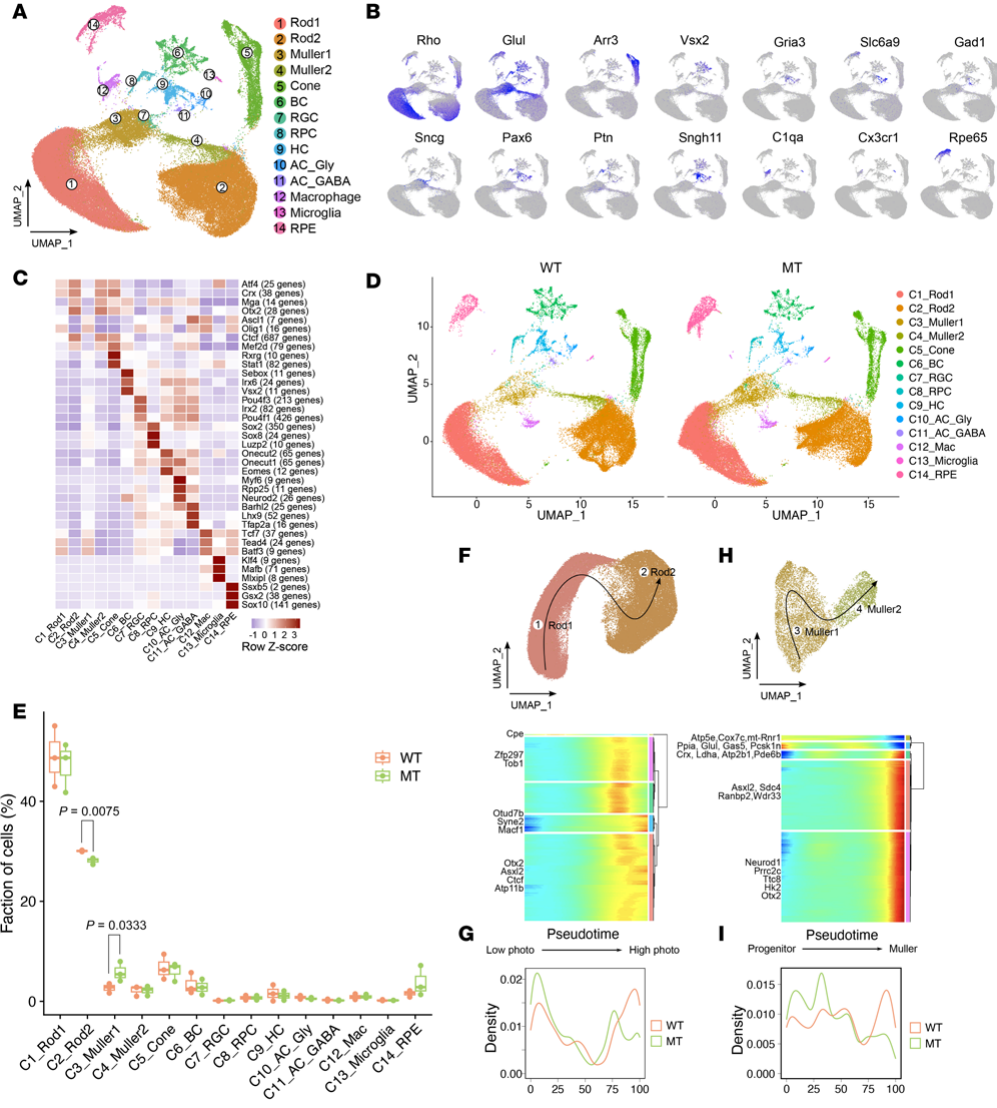
Mouse retinal compositional and transcriptional profiles. (**A**) Uniform manifold approximation and projection (UMAP) map of 83,672 merged retinal cells from WT and mutant (MT) mice color coded for the indicated cell type. BC, bipolar cell; RPC, retina progenitor cell; HC, horizontal cell; AC_Gly, glycinergic amacrine cell; AC_GABA, GABAergic amacrine cell. (**B**) UMAP plots showing the expression of marker genes for each cell type. (**C**) The expression of transcription factors for each cell type. (**D**) UMAP plots of retina cells from WT (left) and MT (right) mice. (**E**) Box plots showing the fractions of cells for each cell type in each mouse. Box plots show the interquartile range, median (line), and minimum and maximum (whiskers). (**F** and **H**) Pseudotime trajectories of Rod1, Rod2 (**F**), Muller1, and Muller2 (**H**) based on Slingshot and gene expression dynamics along the trajectory. Genes clustered into 5 gene sets, each characterized by specific expression profiles, as depicted by a selection of marker genes characteristic for each cluster. (**G** and **I**) Plots showing cell density of Rod1, Rod2 (**G**), Muller1, and Muller2 (**I**) along the trajectory comparing WT and MT.

**Figure 2:**
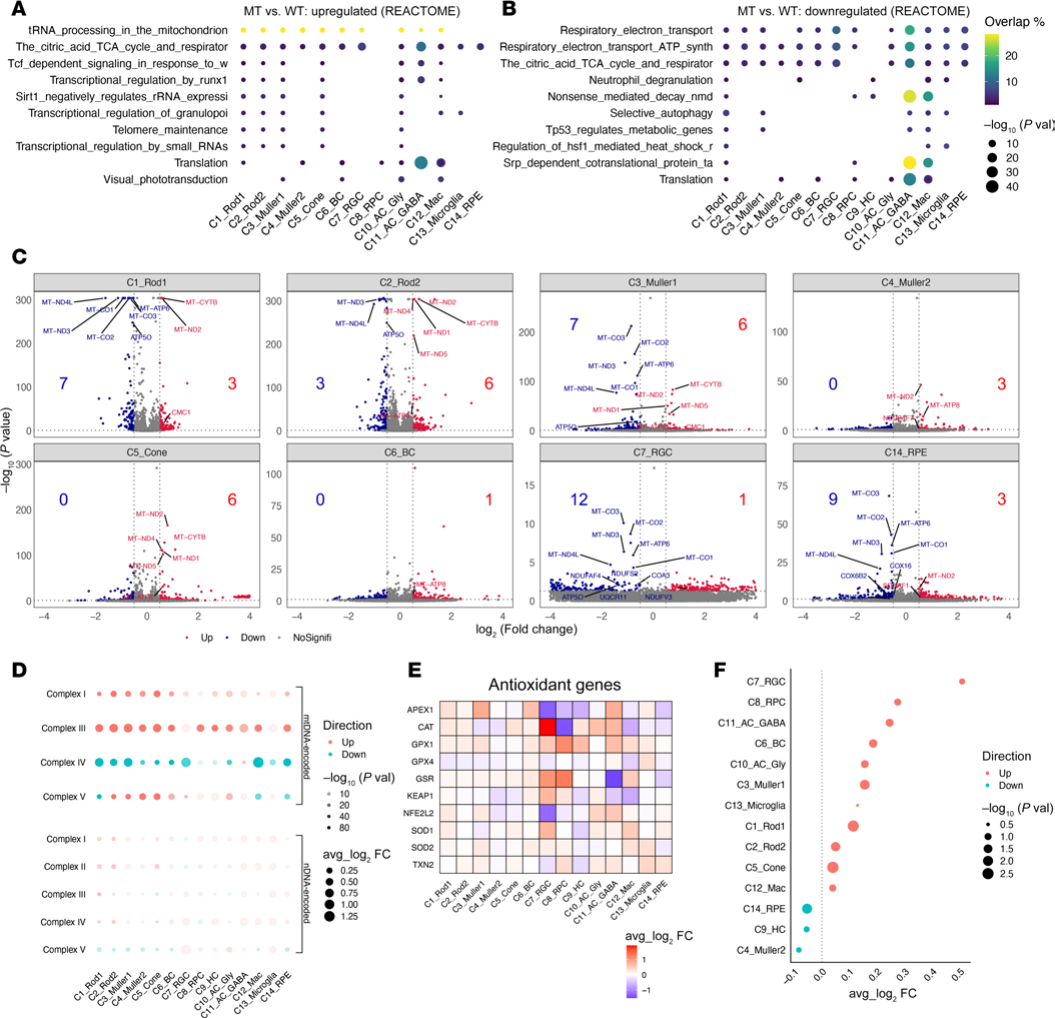
Cell-specific mitochondrial dysfunctions in the retina. (**A**) Dot plots showing the significance (−log_10_ *P* value) and overlap (percentage of differentially expressed genes; DEGs) of upregulated REACTOME pathways in the majority of cell clusters in MT retina by gene set enrichment analysis on DEGs, as compared with WT. (**B**) Dot plots showing the significance (–log_10_ *P* value) and overlap of downregulated REACTOME pathways in the majority of cell clusters in MT retina, as compared with WT. (**C**) Volcano plots showing DEGs comparing MT and WT mice in 8 retina subsets (Supplemental Figure 2A shows the remaining 6 retina subsets). Dots on the volcano plot: gray, no significant change; red, *P* < 0.05 and log_2_FC ≥ 0.5 (FC, fold change); blue, *P* < 0.05 and log_2_FC ≤ –0.5. The significantly differentially expressed OXPHOS genes were labeled. The counts of significantly up- and downregulated OXPHOS genes for each cluster were labeled. (**D**) Dot plots showing the average fold-change of expression of mtDNA-encoded and nDNA-encoded OXPHOS genes in each OXPHOS complex across retina subsets, comparing MT and WT mice. (**E** and **F**) Heatmap displaying expression of genes involved in the antioxidant pathway across subsets (**E**) and dot plot showing the quantification of average expression levels of the antioxidant pathway across subsets (**F**).

**Figure 3:**
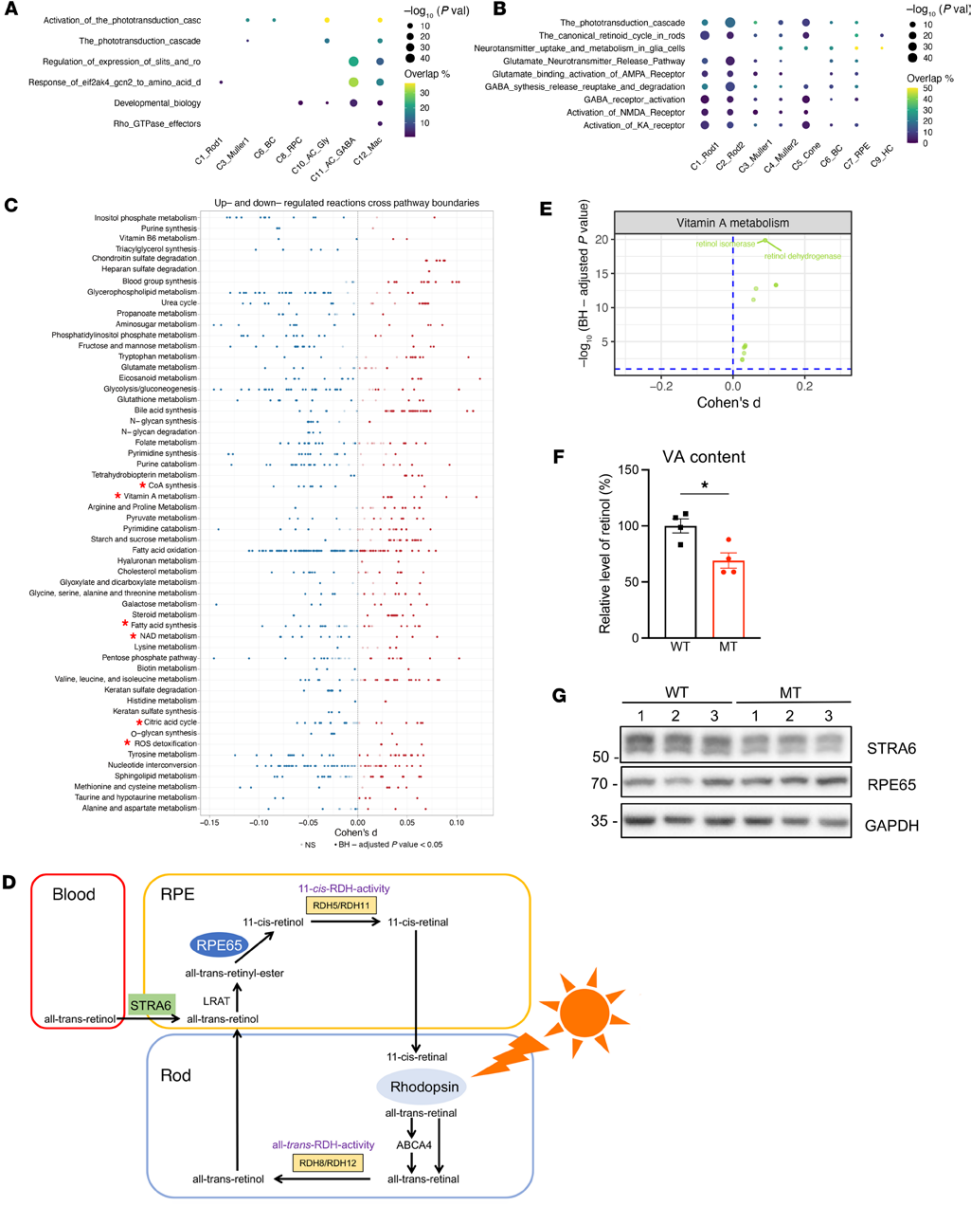
Abnormal visual signaling pathways and VA metabolism. (**A**) Dot plots showing the significance (–log_10_ *P* value) and overlap of differentially expressed cell-specific REACTOME pathways in MT retina, as compared with WT. (**B**) Dot plot showing the significance (−log_10_ *P* value) and overlap of vision-related signaling pathways (rows) in retina clusters (columns) between MT and WT mice. (**C**) Compass-based exploration of metabolic change in MT retina, compared with WT retina. Reactions (dots) are partitioned by Recon2 pathways and colored by the sign of their Cohen’s d statistic. Red asterisks indicate the significantly dysregulated metabolic pathways. BH, Benjamini-Hochberg. (**D**) Schematic illustration of VA metabolism (visual cycle) in retina. (**E**) Compass score differential activity test of VA metabolism pathways between MT and WT retina. Each dot represents a single biochemical reaction. (**F**) Relative levels of retinol in eyeballs of MT and WT mice using ELISA. Data are shown as mean ± SEM. *P < 0.05; *n* = 4 mice per group; 2-tailed unpaired Student’s *t* test. Normality was assessed using the Shapiro-Wilk test (*P* = 0.8986), and equal variance was confirmed using the *F* test (*P* = 0.8697). (**G**) Immunoblot analysis of proteins involved in VA metabolism. Total cellular proteins in WT and MT retina were electrophoresed with PAGE and hybridized with RPE65 and STRA6 antibodies and GAPDH as a loading control, respectively. Values on left represent kilodaltons.

**Figure 4:**
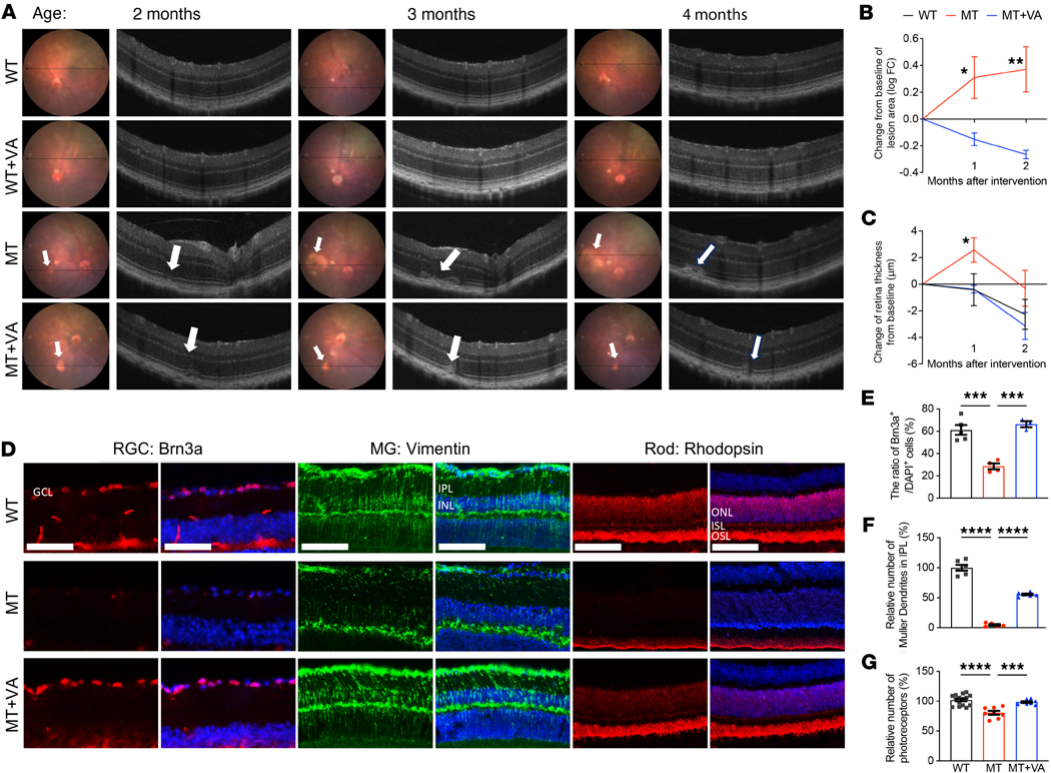
The recovery of retinal deficiency with VA supplementation. (**A**) Image-guided OCT analysis was performed at 2 months (baseline), 3 months, and 4 months of age. The left panel for each age shows the fundus image, and the black arrowed line indicates the location of the OCT scans. The white arrow indicates the fundus lesion. The right panel for each age shows the corresponding OCT images, and the white arrow indicates abnormalities in the photoreceptor and RPE. (**B**) Quantification of changes (logFC) from baseline of lesion areas comparing MT (*n* = 7) and MT+VA mice (*n* = 6). (**C**) Quantification of retinal thickness changes from baseline in WT (*n* = 8), MT (*n* = 6), MT+VA (*n* = 5) mice. (**D**) Immunofluorescence staining of cryosection showing retinal section stained with Brn3a (red) with DAPI (blue) for RGC, Vimentin (green) with DAPI for MG, rhodopsin (red) with DAPI for rod. Scale bar: 50 μm (Brn3a), 100 μm (Vimentin and rhodopsin). GCL, ganglion cell layer; IPL, inner plexiform layer; INL, inner nuclear layer; MG, Müller glia. (**E**–**G**) Quantification of ratios of Brn3a-positive RGC (**E**), relative numbers of Müller dendrites in IPL (**F**), and relative number of photoreceptors (counts of DAPI-positive nuclei in ONL) (**G**) in WT, MT, and MT+VA mouse retina. *n* = 3–5 for Brn3a staining; *n* = 5–6 for Vimentin staining; *n* = 8–15 for photoreceptor counts. Data in **B** and **C** are shown as mean ± SEM. *P < 0.05, **P < 0.01 by 2-tailed unpaired Welch’s *t* test comparing MT and MT+VA mice. Data in **E**–**G** are shown as mean ± SEM. ***P < 0.001, ****P < 0.0001 by 1-way ANOVA followed by Tukey post hoc test.

**Figure 5:**
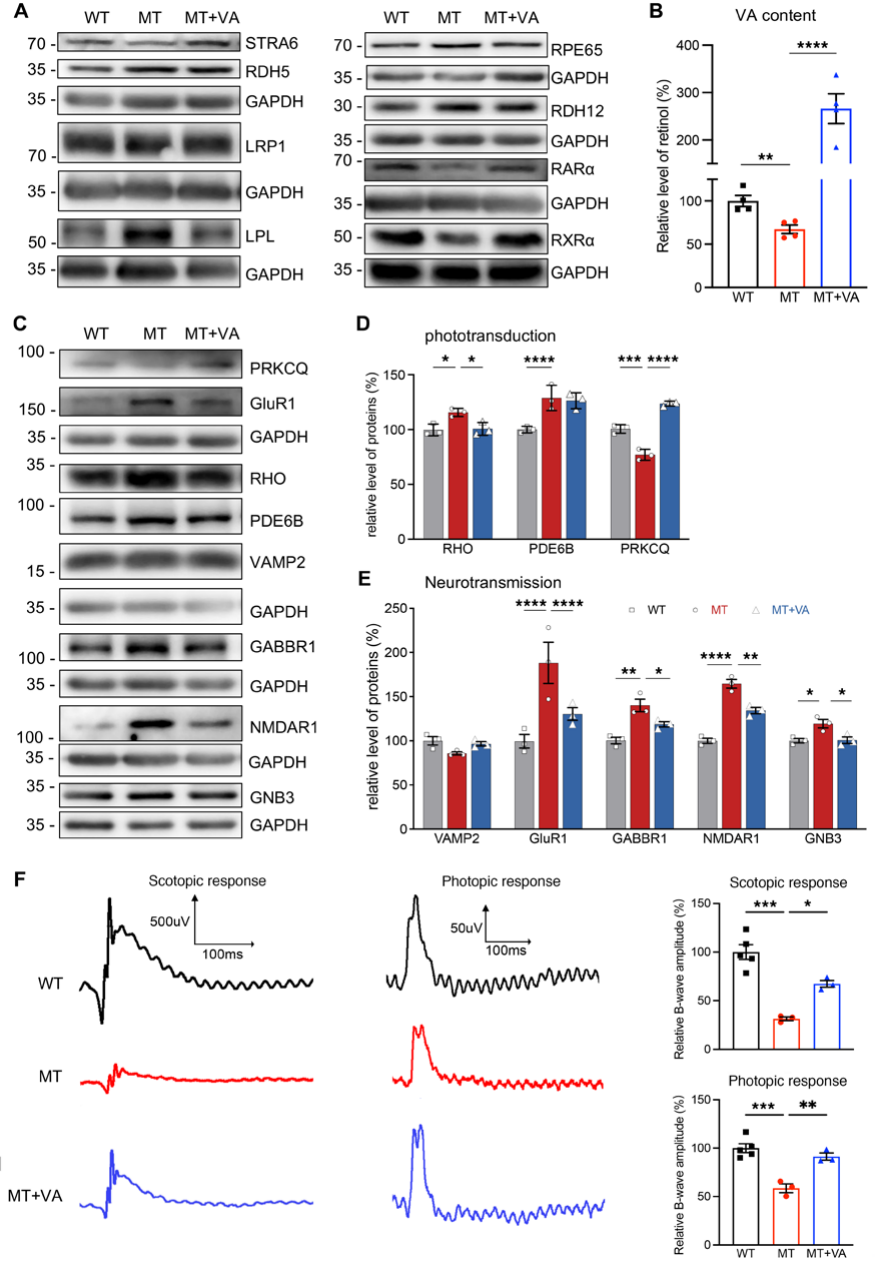
VA metabolism and visual function. (**A**) Western blot analysis of proteins involved in VA metabolism. Total cellular proteins in WT, MT, and MT+VA retina were electrophoresed with PAGE and hybridized with STRA6, RDH5, LRP1, LPL, RPE65, RDH12, RARα, and RXRα antibodies and GAPDH as a loading control, respectively. (**B**) Relative levels of retinol in eyeballs of WT, MT, and MT+VA mice using ELISA. *n* = 4 mice per group; **P < 0.01, ****P < 0.0001 by 2-tailed unpaired Student’s *t* test of the differences between MT and WT, or MT and MT+VA mice. Normality was assessed using the Shapiro-Wilk test (*P* > 0.05), and equal variance was confirmed using the *F* test (*P* > 0.05). (**C**) Western blot analysis of proteins involved in phototransduction and neurotransmission. Total cellular proteins in WT, MT, and MT+VA retina were electrophoresed with PAGE and hybridized with RHO, PRKCQ, GluR1, PDE6B, VAMP2, GABBR1, NMDAR1, and GNB3 antibodies and GAPDH as a loading control, respectively. (**D** and **E**) Quantification of RHO, PDE6B, and PRKCQ for phototransduction (**D**) and VAMP2, GluR1, GABBR1, NMDAR1, and GNB3 for neurotransmission (**E**) in WT, MT, and MT+VA retina. The calculations were based on 3 independent determinations in each mouse. (**F**) Analysis of ffERG for WT (*n* = 5), MT (*n* = 3), or MT+VA (*n* = 3) mice. By dark adaptation for a night, mice were analyzed for scotopic response and then photopic response. Data in **D**–**F** are shown as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 by 1-way ANOVA followed by Tukey’s post hoc test.

**Figure 6:**
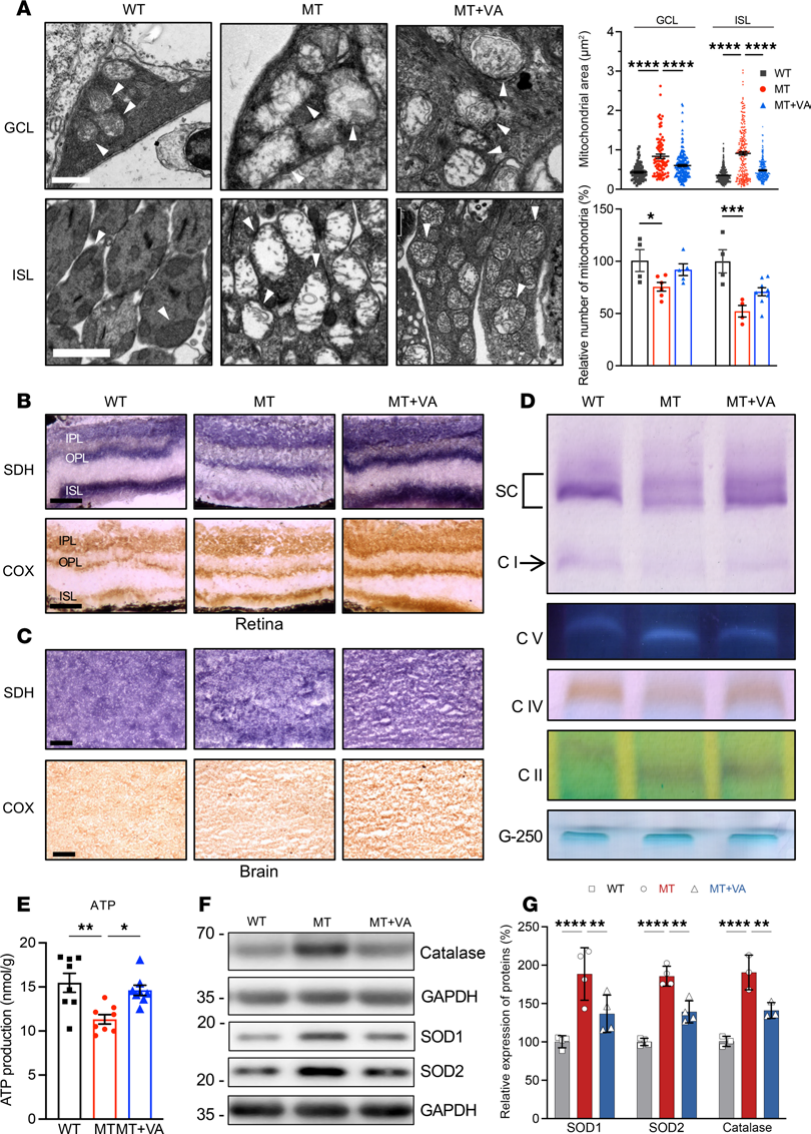
Mitochondrial morphology and function. (**A**) Representative transmission electron micrographs of mitochondria from GCL and ISL of retina in WT, MT, and MT+VA mice. Scale bars: 1 μm in GCL, 2 μm in ISL. The arrow indicates mitochondria. The right panel shows the quantification of mitochondrial size (*n* = 86–319 mitochondria) and relative mitochondrial number (*n* = 4–6 mice) in GCL and ISL of mouse retina. (**B** and **C**) Assessment of mitochondrial function by enzyme histochemistry staining for COX and SDH in the frozen sections of retinas (**B**) and brains (**C**) in WT, MT, and MT+VA mice. scale bar: 50 μm in retina; 100 μm in brain. OPL, outer plexiform layer. (**D**) In-gel activity of respiratory chain complexes I, II, IV, and V. Twenty micrograms of mitochondrial protein from brains of WT, MT, and MT+VA mice was used for BN-PAGE, and the activities of complexes were measured in the presence of specific substrates. Coomassie staining was used as a loading control. SC, super complexes. (**E**) ATP levels among brains of WT (*n* = 8), MT (*n* = 8), and MT+VA (*n* = 8) mice were measured using a luciferin/luciferase assay. Absolute level of total cellular ATP was shown. (**F**) Western blot analysis of antioxidant proteins. Total cellular proteins in WT, MT, and MT+VA retinas were electrophoresed with PAGE and hybridized with catalase, SOD1, and SOD2 antibodies and GAPDH as a loading control, respectively. (**G**) Quantification of catalase, SOD1, and SOD2 in WT, MT, and MT+VA retina. Representative of 3 to 4 independent experiments. Data in **A**, **E**, and **G** are represented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 by 1-way ANOVA followed by Tukey’s post hoc test.

# Supplementary material for: Vitamin A treatment restores vision failures arising from Leber’s hereditary optic neuropathy–linked mtDNA mutation
**Source:** JCI Insight. 2025 Mar 4;10(8):e188962. doi: 10.1172/jci.insight.188962
**Supplement:** Supplemental data

*Supplementary data for 188962-INS-RG-RV-2*

**Vitamin A treatment restores vision failures arising from Leber's hereditary optic neuropathy-linked mtDNA mutation**

Cheng Ai<sup>1,2,3#</sup>, Huiying Li<sup>2#</sup>, Chunyan Wang<sup>2,4</sup>, Yanchun Ji<sup>2,5</sup>, Douglas C. Wallace<sup>6</sup>, Junbin Qian<sup>2,4\*</sup>, Yimin Zhu<sup>4</sup> and Min-Xin Guan<sup>1,2,3,7\*</sup>

The supplemental data included the following information:

1. Supplemental Figure 1, 2, 3, 4, 5 and 6
2. Supplemental Table 1, 2, 3, 4 and 5

**A**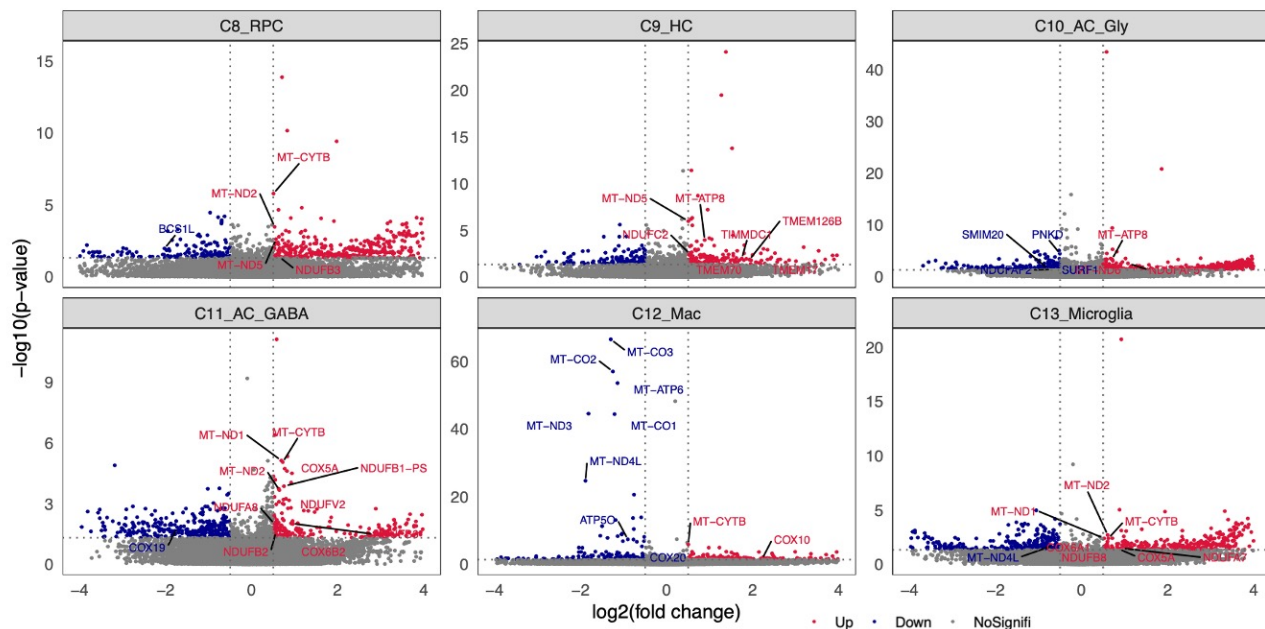**B**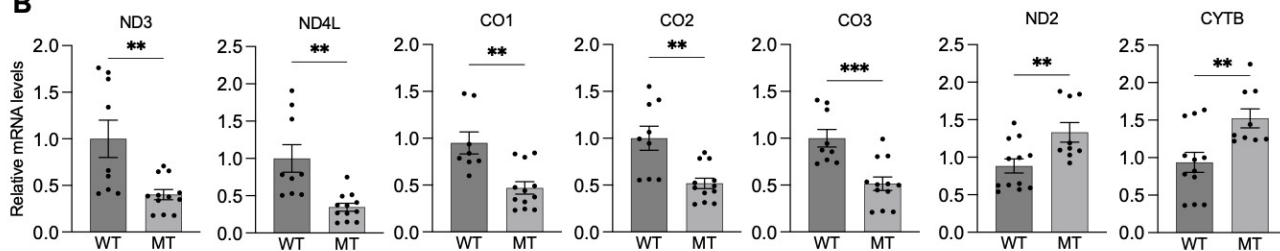

**Supplemental Figure 2 (related to Figure 2): Cell-specific OXPHOS gene expression in retina cell clusters. (A)** Volcano plot showing differentially expressed genes comparing WT and MT in different clusters (C8\_RPC, C9\_HC, C10\_AC\_Gly, C11\_AC\_GABA, C12\_Mac and C13\_Microglia). Dots on the volcano plot: gray, no significant change; red,  $P < 0.05$  and  $\log_2\text{FC} \geq 0.5$ ; blue,  $P < 0.05$  and  $\log_2\text{FC} \leq -0.5$ . The significantly differentially expressed OXPHOS genes were labeled.  $P$  values were obtained by the model-based analysis of single-cell transcriptomics (MAST) test and Bonferroni-corrected (Seurat). **(B)** qPCR analyses of ND3, ND4L, CO1, CO2, CO3, ND2 and CYTB mRNA in WT and MT retina ( $n = 9\text{--}12$ ). Data are shown as mean  $\pm$  SEM. \*\* $P < 0.01$ , \*\*\* $P < 0.001$  by 2-tailed unpaired Student's  $t$ -test.; Normality was assessed using the Shapiro-Wilk test, and equal variance was assessed using the F test.

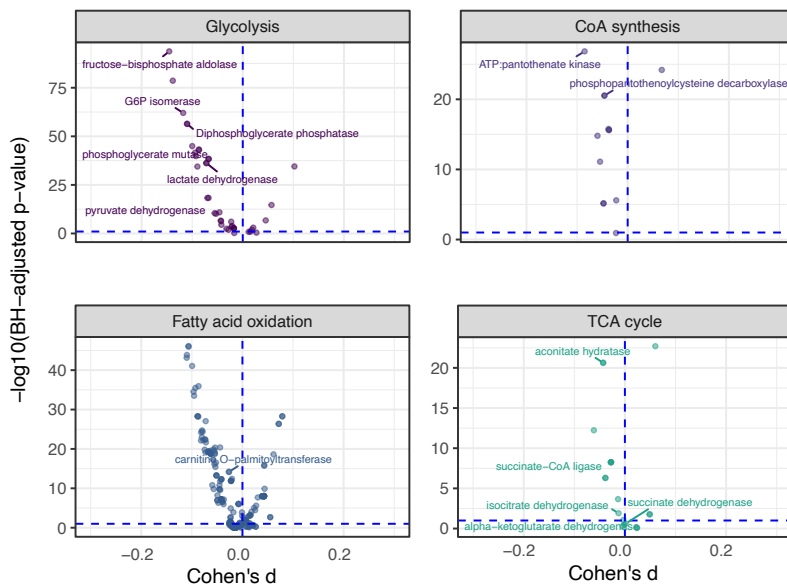

**Supplemental Figure 4 (related to Figure 3): Mitochondrial metabolic pathway in mice retina.** Compass-score differential activity test of mitochondrial and cytosolic bioenergetic pathways between MT and WT retina. Each dot represents a single biochemical reaction.

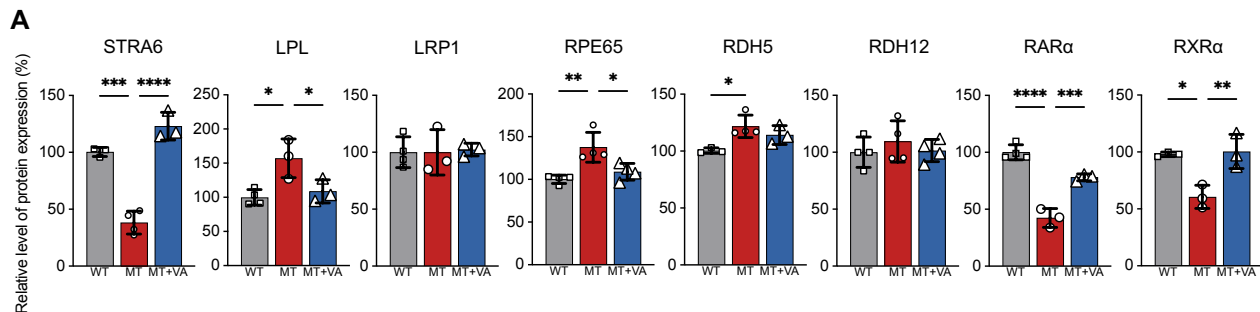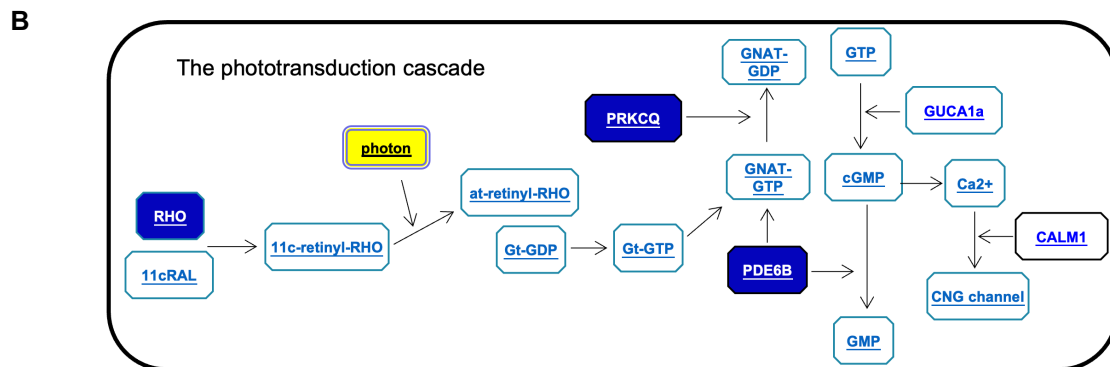

**Supplemental Figure 5 (related to Figure 5): Restored vitamin A metabolism and signaling pathway. (A)** Quantification of STRA6, LPL, LRP1, RPE65, RDH5, RDH12, RARα and RXRα in WT, MT, and MT+VA retina. Representative of 3 to 4 independent experiments. Data are shown as mean ± SEM. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$  by 1-way ANOVA followed by Tukey post hoc test. **(B)** Schematic illustration of phototransduction pathway. The levels of of dark blue colored proteins was analyzed by western blotting in Figure 5, C and D.

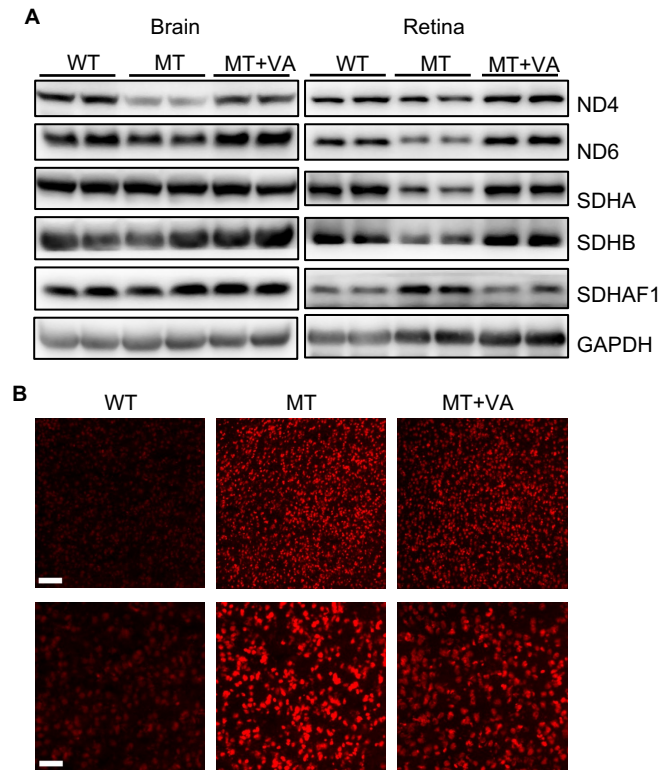

**Supplemental Figure 6 (related to Figure 6): Restored OXPHOS translation and mitochondrial function in mutant brain and retina. (A)** Western blot analysis of antioxidant proteins. Total cellular proteins in WT, MT and MT+VA brains and retinas were electrophoresed with PAGE and hybridized with ND4 and ND6 (subunits of complex I), SDHA and SDHB (subunits of complex II) and SDHAF1 (assemble factor of complex II) antibodies and GAPDH as a loading control, respectively. Representative of 3 to 4 independent experiments. **(B)** Assessment of ROS content by Dihydroethidium staining in the frozen-sections of brains of WT, MT, MT+VA mice. Scale bars: 50  $\mu$ m (upper panel), 100  $\mu$ m (lower panel).

## **Supplemental Table 1 (related to Figure 2): Curated mitochondrial and bioenergetic gene list**

### **mtDNA GENE COMPLEMENT**

The mtDNA codes for 7 of the 45 proteins of complex I (MT-ND1, MT-ND2, MT-ND3, MT-ND4, MT-ND4L, MT-ND5, MT-ND6), 1 of the 11 subunits of complex III (MT-CYB), 3 of the 13 subunits of complex IV (MT-CO1, MT-CO2, MT-CO3), and 2 of the approximately 17 subunits of complex V (MT-ATP6, MT-ATP8), mtDNA genes are highlighted in red below.

### **MITOCHONDRIAL OXPHOS Complex I**

#### ***Q-Module:***

*Structural Subunits:* NDUFS2, NDUFS3, NDUFS7, NDUFS8, NDUF A5

*Assembly Factors:* NDUF A3, NDUF A4, NDUF A5, NDUF A6, NDUF A7

#### ***Q/ND1-Module:***

*Structural Subunits:* **MT-ND1**, NDUF A3, NDUF A8, NDUF A9, NDUF A13

*Assembly Factors:* NDUF A2, TIMMDC1

#### ***ND2-Module:***

*Structural Subunits:* **MT-ND2**, **MT-ND3**, **MT-ND6**, **MT-ND4L**, NDUF A1, NDUF A10, NDUF C1, NDUF C2, NDUFS5

*Assembly Factors:* ACAD9, COA1, ECSIT, NDUF A1, TMEM126B, TMEM186

#### ***ND4-Module:***

*Structural Subunits:* **MT-ND4**, NDUF B1, NDUF B4, NDUF B5, NDUF B6, NDUF B10, NDUF B11

*Assembly Factors:* DMAC2 (ATP5SL), FOXRED1, TMEM70

#### ***ND5-Module:***

*Structural Subunits:* **MT-ND5**, NDUF A1, NDUF B2, NDUF B3, NDUF B7, NDUF B8, NDUF B9

*Assembly Factors:* DMAC1 (TMEM261)

#### ***N-Module:***

*Structural Subunits:* NDUFA2, NDUFA6, NDUFA7, NDUFA11, NDUFA12, NDUFS1, NDUFS4, NDUFS6, NDUFV1, NDUFV2, NDUFV3

*Assembly Factors:* NUBPL

*Holoenzyme Antioxidant factor:* AIFM1

## **Complex II**

*Structural Subunits:* SDHA, SDHB, SDHC, SDHD

*Assembly Factors:* SDHAF1, SDHAF2, SDHAF3, SDHAF4

## **Complex III**

*Structural Subunits:* **MT-CYB**, UQCRB, UQCRQ, CYC1, UQCR10, UQCRC1, UQCRC2, UQCRFS1, UQCRH, UQCR11

*Assembly Factors:* UQCC1, UQCC2, UQCC3, LYRM7, BCS1L, TTC19

## **Complex IV**

*Structural Subunits:* **MT-COI**, **MT-CO2**, COX4i1, COX5A, COX5B, COX6C, COX7B, COX7C, COX8A, **MT-CO3**, COX6A1, COX6B1, COX6B2, COX7A1, COX7A2, NDUFA4

*Assembly Factors:* CMC1, COA1, COA3, COX10, COX11, COX14, COX15, COX17, COX19, LRPPRC, SURF1, SMIM20, TACO1, COA6, COX16, COX18, COX20, PET100, PET117, PNKD, SCO1, SCO2, TMEM17

## **Complex V**

*Structural Subunits:* ATP5F1A, ATP5F1B, ATP5F1C, ATP5F1D, ATP5F1E, ATP5MC1, ATP5MC2, ATP5MC3, ATP5ME, ATP5MG, ATP5MF, ATP5PB, ATP5PD, ATP5PF, ATP5PO, **MT-ATP6**, **MT-ATP8**, ATP5MJ, ATP5MK, DMAC2L, FMC1, TMEM70

*Assembly Factors:* ATP5IF1, ATPAF1, ATPAF2, ATPSCKMT

## **ANTIOXIDANT DEFENSES**

APEX1, CAT, GPX1, GPX4, GSR, KEAP1, NFE2L2, PPX, SOD1, SOD2, TXN, TXN2, TRXR1, TRX2, TRX3

## **Supplemental Table 2 (related to Figure 3): Curated visual related pathway gene list**

### **The canonical retinoid cycle in rods**

RLBP1, RBP3, STRA6, TTR, RBP4, RHO, SDR9C7, HSD17B6, RDH16, DHRS9, RDH5, HSD17B1, RDH8, RPE65, MYO7A, RDH12, ABCA4, CYP4V2, RDH11, RDH10, RBP1, LRAT, NAPEPLD

### **The phototransduction cascade**

RHO, NMT2, NMT1, GNAT1, SAG, FNTA, FNTB, GNGT1, GNB1, GUCY2D, GUCY2F, GUCA1B, GUCA1A, GUCA1C, GRK7, GRK4, GRK1, RCVRN, PPEF1, CNGB1, CNGA1, CALM1, PDE6G, PDE6A, PDE6B, GNB5, RGS9, RGS9BP, METAP1, METAP2, PRKCA, PRKCQ, CAMKMT, SLC24A1

### **Glutamate Neurotransmitter Release Pathway**

STXBP1, CPLX1, RIMS1, SNAP25, RAB3A, SYT1, VAMP2, STX1A, TSPOAP1, UNC13B, PPFIA2, PPFIA4, PPFIA3, PPFIA1, GLS, GLS2, SLC38A2, SLC1A6, SLC1A2, SLC1A3, SLC1A1, SLC1A7, ARL6IP5, SLC17A7

### **GABA synthesis, release, reuptake and degradation**

STXBP1, CPLX1, RIMS1, SNAP25, SLC32A1, RAB3A, SYT1, GAD2, GAD1, VAMP2, HSPA8, DNAJC5, STX1A, ALDH5A1, ABAT, SLC6A13, SLC6A11, SLC6A1, SLC6A12

### **Neurotransmitter uptake and metabolism in glia cells**

GLUL, SLC1A3, SLC1A2, SLC38A1

### **Glutamate binding, activation of AMPA Receptor**

CAMK2G, CAMK2D, CAMK2A, CAMK2B, GRIA1, GRIA3, GRIA4, EPB41L1, MDM2, DLG4, CACNG4, CACNG3, CACNG8, CACNG2, MYO6, DLG1, AKAP5, PRKCG, PRKCA, PRKCB, AP2S1, AP2B1, AP2A1, AP2A2, AP2M1, GRIA2, GRIP2, GRIP1, PICK1, NSF, TSPAN7

### **Activation of NMDA Receptor**

ACTN2, NEFL, GRIN2B, GRIN1, GRIN2D, GRIN2A, GRIN2C, DLG4, DLG1, DLG2, DLG3, LRRC7, CAMK2G, CAMK2D, CAMK2B, CAMK2A, GRIA1, GRIA2, GRIA4, GRIA3, CALM1, RASGRF1, RASGRF2, KRAS, NRAS, HRAS, RPS6KA6, RPS6KA1, RPS6KA2, RPS6KA3, CREB1, MAPK3, MAPK1, PDPK1, NRG1, SRC, ERBB4, NRG1, PRKAR2A, PRKAR2B, PRKAR1A, PRKAR1B, PRKACA, PRKACB, PRKACG, ADCY8, ADCY1, PRKX, CAMKK2, PRKAA1, PRKAA2, PRKAB1, PRKAB2, PRKAG2, PRKAG1, PRKAG3,

TUBB6, TUBB2A, TUBB4B, TUBB1, TUBB3, TUBB2B, TUBB8, TUBB4A, TUBB8B, TUBA8, TUBA4B, TUBAL3, TUBA3E, TUBA1B, TUBA1A, TUBA1C, TUBA3C, TUBA3D, TUBA4A, MAPT, KPNA2, CAMK4, CAMKK1, CAMK1, GIT1, ARHGEF7, RAC1, GRIN3B, GRIN3A, CASK, APBA1, LIN7C, LIN7B, LIN7A, KIF17, NBEA, PPM1E, PPM1F

### **Activation of KA receptor**

GRIK3, PLCB3, PLCB1, PLCB2, GNB2, GNB4, GNB5, GNB3, GNB1, GNG8, GNGT2, GNGT1, GNG7, GNG13, GNG3, GNG10, GNG11, GNG4, GNG5, GNG12, GNG2, GRIK2, GRIK1, GRIK4, DLG4, DLG3, NCALD, CALM1, DLG1, GRIK5

### **GABA receptor activation**

GABRG3, GABRG2, GABRB3, GABRB1, GABRB2, GABRA1, GABRA2, ARHGEF9, GABRA6, GABRA3, GABRA4, GABRA5, GABRQ, GABRR1, GABRR3, GABRR2, NPTN, GABBR1, GABBR2, KCNJ10, KCNJ4, KCNJ12, KCNJ16, KCNJ2, KCNJ3, KCNJ5, KCNJ6, KCNJ9, KCNJ15, GNB2, GNB4, GNB5, GNB3, GNB1, GNG8, GNGT2, GNGT1, GNG7, GNG13, GNG3, GNG10, GNG11, GNG4, GNG5, GNG12, GNG2, GNAI3, GNAI1, GNAI2, GNAT3, ADCY7, ADCY6, ADCY2, ADCY9, ADCY4, ADCY8, ADCY3, ADCY5, ADCY1, GNAL

**Supplemental Table 3 (related to Figure 4): Summary of fundus lesion frequency in 2-month mouse of different group**

| group | n  | LE (n) | LE rate | RE (n) | RE rate | BE (n) | BE rate | Total rate |
|-------|----|--------|---------|--------|---------|--------|---------|------------|
| WT    | 14 | 0      | 0       | 0      | 0       | 0      | 0       | 0          |
| MT    | 9  | 3      | 33.33%  | 3      | 33.33%  | 1      | 11.11%  | 77.80%     |
| MT+VA | 8  | 3      | 37.50%  | 3      | 37.50%  | 0      | 0       | 75%        |

LE: left eye only; RE: right eye only; BE: both eye

**Supplementary Table 4. Nucleotide sequences of the primers used for qRT-PCR**

| <b>Mouse Gene</b> | <b>Genbank Accession number</b> | <b>Forward Primer (5' to 3' )</b> | <b>Reverse Primer (5' to 3' )</b> | <b>Amplicon size (bp)</b> | <b>Annealing temperatures (°C)</b> |
|-------------------|---------------------------------|-----------------------------------|-----------------------------------|---------------------------|------------------------------------|
| ND3               | NC_005089.1 (9459-9806)         | ATTAACCTGTA<br>CACTGTTATCT        | TTACTCTGTTCA<br>TTCTAATCCT        | 348                       | 60                                 |
| ND4L              | NC_005089.1 (9877-10173)        | ATGCCATCTAC<br>CTTCTTCAACC        | TTAGCATTGTA<br>GTAGGTTGAGA        | 297                       | 60                                 |
| CO1               | NC_005089.1 (5328-6872)         | ATGTTCAATTAAT<br>CGTTGATTAT       | ATTTATTCGTGG<br>GAATGCTATAT       | 294                       | 60                                 |
| CO2               | NC_005089.1 (7013-7696)         | TACCCATTCCA<br>ACTTGGTCTA         | CTTCAGTATCAT<br>TGGTGCCCTA        | 314                       | 60                                 |
| CO3               | NC_005089.1 (8607-9390)         | ACTTTACTTCAC<br>CATCCTCCA         | AAGATCCTCAT<br>CAATAAATGGA        | 275                       | 60                                 |
| ND2               | NC_005089.1 (3914-4951)         | ATAAATCCTAT<br>CACCCCTTGCC        | ATGTTCCCTAGTT<br>GTTTATAGT        | 250                       | 60                                 |
| CYTB              | NC_005089.1 (14145-15288)       | TACGAAAAACA<br>CACCCATTAT         | TCAGGTTTCTAT<br>AAATGTATAT        | 329                       | 60                                 |
| β-actin           | NM_007393.5                     | GGCTGTATTCC<br>CCTCCATCG          | CCAGTTGGTAA<br>CAATGCCATGT        | 154                       | 60                                 |

Primer specificity was confirmed by blasting the primer sequences against the NCBI database.

**Supplemental Table 5. The information of the applied primary and secondary antibodies**

| Antibodies                      | SOURCE        | IDENTIFIER       | Application |
|---------------------------------|---------------|------------------|-------------|
| Mouse monoclonal anti-GAPDH     | Proteintech   | Cat#: 60004-1-Ig | WB          |
| Rabbit anti-STRA6               | Proteintech   | Cat#: 22001-1-AP | WB          |
| Rabbit anti-RPE65               | ABclonal      | Cat#: A9615      | WB          |
| Rabbit anti-RDH5                | Abcam         | Cat#: ab200197   | WB          |
| Rabbit anti-LRP1                | ABclonal      | Cat#: A0633      | WB          |
| Rabbit anti-LPL                 | ABclonal      | Cat#: A4115      | WB          |
| Rabbit anti-RAR $\alpha$        | ABclonal      | Cat#: A19551     | WB          |
| Rabbit anti-RXR $\alpha$        | ABclonal      | Cat#: A19105     | WB          |
| Rabbit anti-RDH12               | Proteintech   | Cat#: 13289-3-AP | WB          |
| Rabbit monoclonal anti-RHO      | ABclonal      | Cat#: A7245      | WB          |
| Rabbit anti-PKC alpha           | ABclonal      | Cat#: A0267      | WB          |
| Rabbit anti-Vimentin            | ABclonal      | Cat#: A11952     | WB          |
| Rabbit anti-PRKCQ               | ABclonal      | Cat#: A5834      | WB          |
| Rabbit anti-PDE6B               | ABclonal      | Cat#: A6942      | WB          |
| Rabbit anti-NMDAR1              | ABclonal      | Cat#: A7677      | WB          |
| Rabbit anti-GNB3                | ABclonal      | Cat#: A1387      | WB          |
| Rabbit anti-GABBR1              | ABclonal      | Cat#: A10504     | WB          |
| Rabbit anti-GluR1               | ABclonal      | Cat#: A1826      | WB          |
| Rabbit monoclonal anti-VAMP2    | ABclonal      | Cat#: A4235      | WB          |
| Rabbit anti-SOD1                | Proteintech   | Cat#: 10269-1-AP | WB          |
| Rabbit anti-SOD2                | ABclonal      | Cat#: A19576     | WB          |
| Rabbit anti-Catalase            | ABclonal      | Cat#: A11780     | WB          |
| Rabbit anti-SDHA                | Proteintech   | Cat#: 14865-1-AP | WB          |
| Rabbit anti-SDHB                | Proteintech   | Cat#: 10620-1-AP | WB          |
| Rabbit anti-SDHAF1              | Abcam         | Cat#: ab185222   | WB          |
| Rabbit anti-ND4                 | Proteintech   | Cat#: 26736-1-AP | WB          |
| Rabbit anti-ND6                 | ABclonal      | Cat#: A17991     | WB          |
| Anti-Mouse IgG                  | Beyotime      | Cat#: A0216      | WB          |
| Anti-Rabbit IgG                 | Beyotime      | Cat#: A0208      | WB          |
| Mouse anti-Brn3a                | Sigma-Aldrich | Cat#: MAB1585    | IHC-Fr      |
| Rabbit monoclonal anti-Vimentin | ABclonal      | Cat#: A19607     | IHC-Fr      |
| Mouse anti-Rhodopsin            | Abcam         | Cat#: ab98887    | IHC-Fr      |
| YSFluor™ 488 Anti-Rabbit        | YESAON        | Cat#: 33106ES60  | IHC-Fr      |
| YSFluor™ 594 Anti-Mouse         | YESAON        | Cat#: 34112ES60  | IHC-Fr      |

# Supplementary material for: Vitamin A treatment restores vision failures arising from Leber’s hereditary optic neuropathy–linked mtDNA mutation
**Source:** JCI Insight. 2025 Mar 4;10(8):e188962. doi: 10.1172/jci.insight.188962

Full unedited gel for Figure 3E

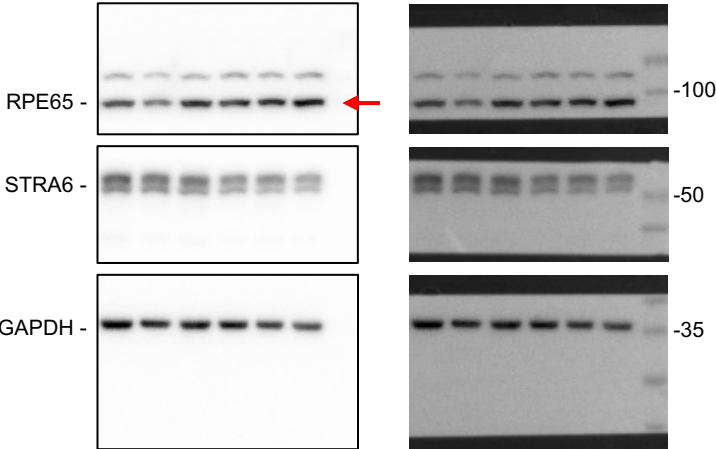

Full unedited gel for Figure 5A

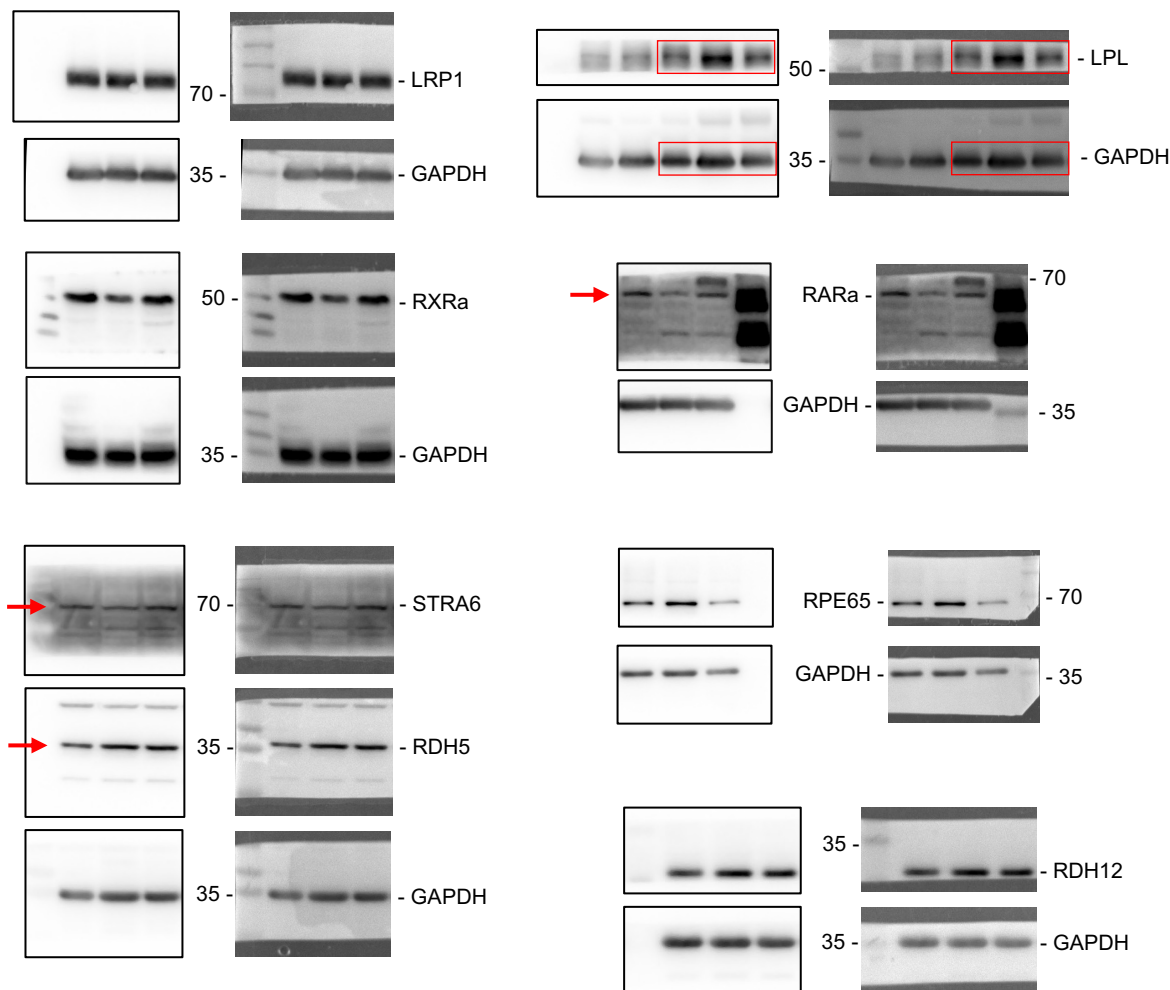

Full unedited gel for Figure 5C

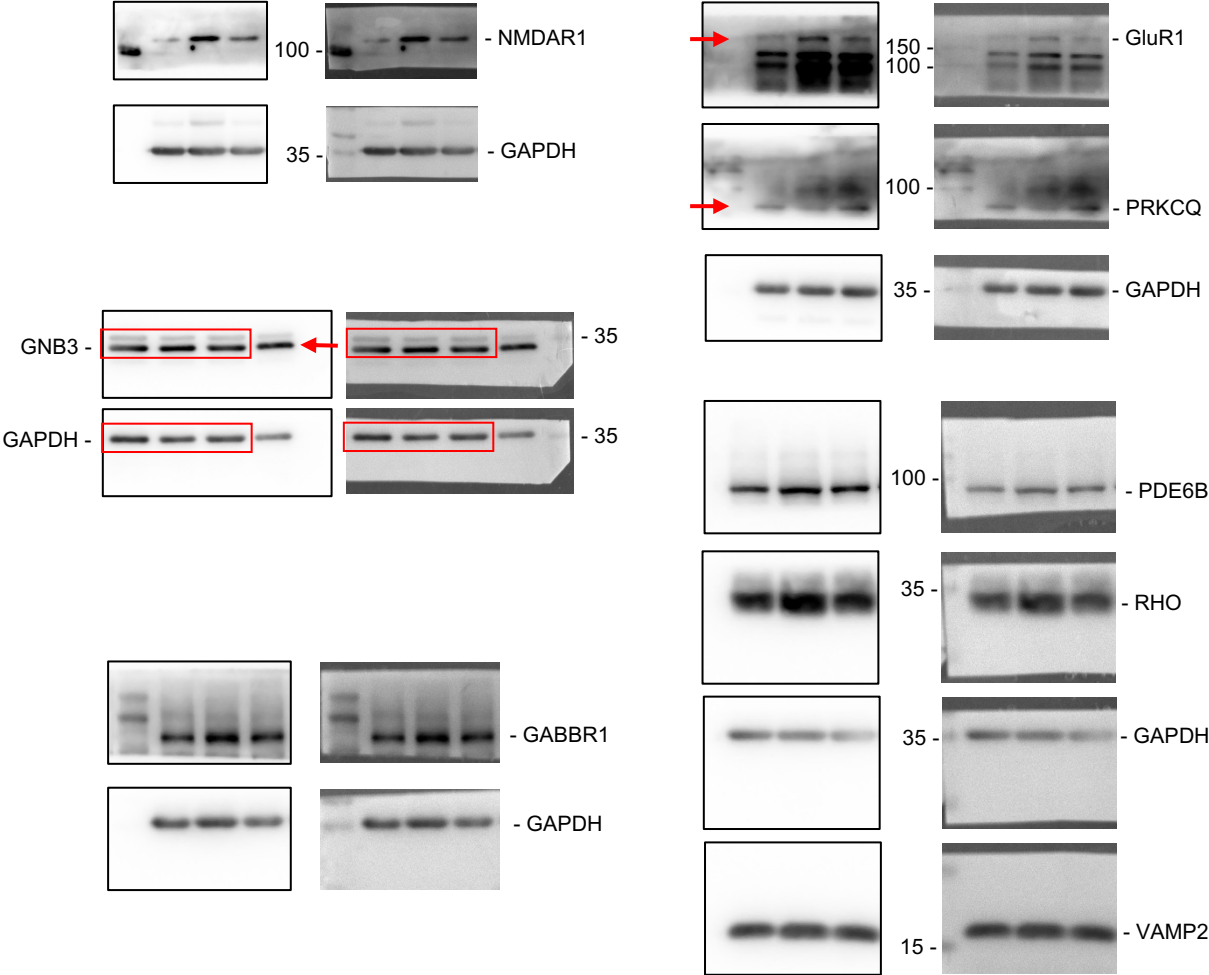

Full unedited gel for Figure 6B

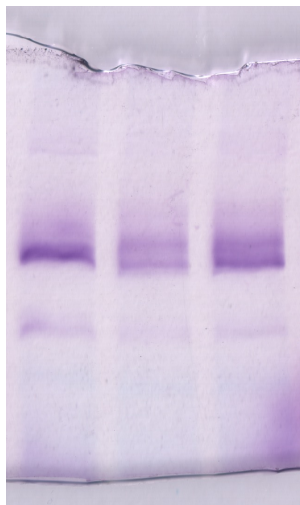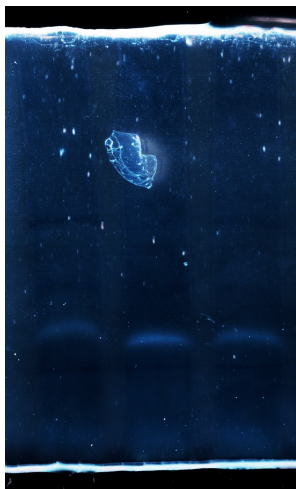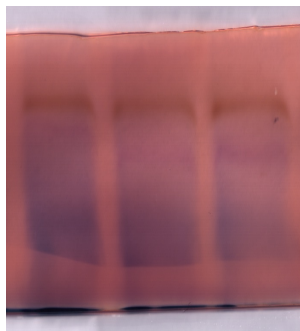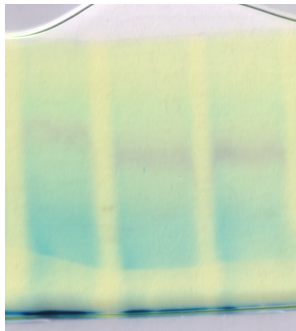

Full unedited gel for Figure 6F

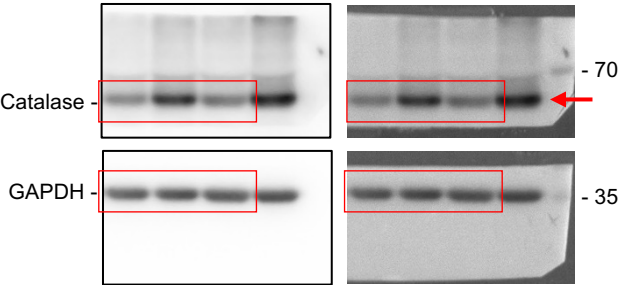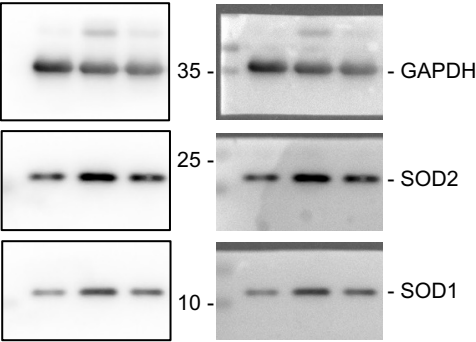

Full unedited gel for Supplemental Figure 6A

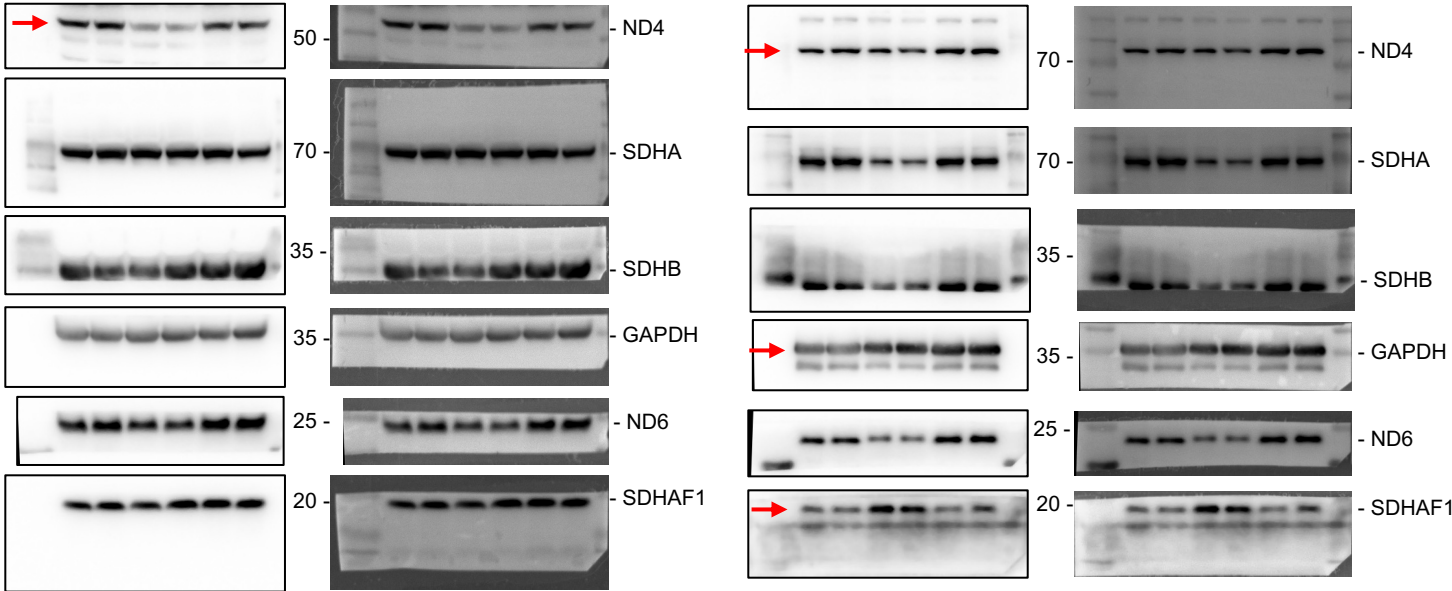

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

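Droplet-based 3′ scRNA-Seq data of whole retina from mice aged 7 months were analysed, 1 library of WT (replicate 1) and 1 of ND6 P25L (replicate 1), called the mutant library or MT. For each, the authors aligned the reads to mm10 with Cell Ranger and deposited the raw count of UMIs per gene and barcode, over the whole barcode list and without normalization. The paper's text does not name the release of the gene annotation. Further libraries of the experiment were not analysed here. The matrices hold 77958836 WT and 80358255 mutant UMIs in 1553114 and 1428687 barcodes with at least 1 UMI.

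Cells were barcodes with at least 401 UMIs, at least 201 genes, and at most 20% of UMIs from mtDNA-encoded genes, the limits in the paper's methods. Counts were log-normalized per cell, 3000 variable genes were scaled within each library, and 30 principal components and 20 nearest neighbours were used for Leiden clustering at resolution 1. The paper's regression of UMIs, mitochondrial share, cell cycle, interferon response, and dissociation stress was not repeated. The 13 mtDNA-encoded genes, the genes of Supplemental Table 1, and *Otx2*, *Crx*, and *Olig1*, among others, were left out of the clustering, since their levels were to be compared. Results for some genes, 1 of which also entered the reading of the test of the *Glul*-rich clusters, are not reported here. Clusters were named from marker lists fixed in advance, by a rule settled after the clusters and their leading genes were seen. Only 1 form of the rule was run. When it was set, 2 *Glul*-rich clusters with 6.25% of WT and 7.20% of mutant cells had been looked at. They stay unnamed under it, because *Glul* and *Nefl* tie among their leading genes, and this choice decides the Müller-like shares. A cluster needed at least 20 cells, at least 3 markers of its class raised at least 2-fold, and more markers of its own class than of any other among its leading 10 genes. Clusters without 3 raised markers were then compared with the named clusters other than cones, and called rod-like with at least 3 raised rod markers and no more cone than rod markers among the leading 10 genes. A list of genes is not given for a class whose naming markers it holds, a limit settled after values were seen. The set of results compared under the alternatives was narrowed, and widened again to all planned results, after reversals had been seen. Scrublet was run per library, but its threshold marked 0 WT cells and 1 mutant cell, so it did not work here and doublets were kept. Rod-like and Müller-like cells were each divided by k-means into 2 groups, with 20 starts.

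UMIs were summed per library over all cells or over a class. Shares have exact Clopper-Pearson intervals, sums exact Poisson intervals, and ratios exact conditional intervals, at 95%, for counting error only. A count of 0 is given with the level that 3 counts would have. There is 1 library per condition, so no test, standard error, or number of changed genes was computed. List medians use genes with at least 20 UMIs, with 0.5 UMIs added to each sum, 500 simulated sets of counts, and 10000 random lists drawn within 20 bins of expression. The method was tested on simulated data: of 200 genes changed by a known amount, 93.5% had their true ratio inside the interval, and of 1000 unchanged genes, 95%. The median of a list of 20 raised genes came out at 0.66 where the true value was 0.75, and at 1.00 where it was 1 in sums the size of a small class.

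The lists are the mtDNA-encoded genes, the nDNA-encoded genes of complexes I to V and of the modules of complex I, and the antioxidant genes of Supplemental Table 1. From Supplemental Table 2 come the retinoid cycle, phototransduction, glutamate release, GABA synthesis and release, uptake in glia, and the AMPA, NMDA, kainate, and GABA receptor lists. Genes for glycolysis, CoA synthesis, fatty acid oxidation, and the TCA cycle were chosen here from the enzymes named in Supplemental Figure 4. The lists were first written from general knowledge of the pathways, compared with the printed tables, and mapped to mouse symbols by hand. Assembly factors that the tables print ambiguously, a gene of the ND5 module, and the antioxidant entries PPX, TRX2, and TRX3 were left out, and TRXR1 was entered as *Txnrd1*. Of 129 nDNA-encoded OXPHOS genes, 127 were found in the files. Immediate early and heat shock genes are lists chosen after the data were seen. Genes named in the text are those that the paper names, those of the lists and markers, and, of all others, the 5 with the highest and the 5 with the lowest log2 ratio among genes with at least 500 UMIs and the same direction in the rod-like, Müller-like, cone-like, and bipolar-like cells that could be compared. *Malat1*, *Neat1*, *Kcnq1ot1*, *Glul* and *Nefl* as tested here, sex-linked genes, and the leading genes of clusters were singled out after their values were seen. Barcodes with 10 to 100 UMIs served as free RNA, and whether they hold damaged cells too was not tested.

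The cell filter, clustering, marker lists, gene lists, intervals, and rule for named genes were set before the data were examined. So were the alternatives: a barcode rank cell call, at least 1000 UMIs, no mtDNA limit, removal of called doublets, scaling over both libraries, Leiden resolution 2, anchor-based integration, CPM over nuclear genes, median of ratios scaling over genes with at least 50 UMIs, the mean over cells of the per-cell CPM, lists from 100 UMIs, and cells thinned to 400 UMIs. Removal of the top 10% of doublet scores, shares of mtDNA UMIs, and free RNA from barcodes with 100 to 200 UMIs were chosen after seeing the data. Positions of mtDNA-encoded genes come from GENCODE M21, an annotation of mm10 (GRCm38), whose identifiers matched 13 of the 13 genes.

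Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, igraph 0.11.9 (Leiden), scikit-learn 1.9.0, and matplotlib 3.10.9, and R 4.3.3 with Seurat 5.3.0 for the integration.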

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

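The test with reweighted clusters and the split of the UMIs below were chosen only after the result was seen.

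5 genes outside those the paper discusses had a signal that was higher in the mutant library than in the WT library, beyond counting error. They are the genes with the largest log2 ratio among 3960 genes with at least 500 UMIs and the same direction in the rod-like, Müller-like, cone-like, and bipolar-like cells that could be compared. *Slit2* stood at 1.97 (1.77 to 2.16), with 267 WT and 1204 mutant UMIs, *Gpr162* at 1.87 (1.61 to 2.13), *Adgrl3* at 1.84 (1.58 to 2.11), *Gm27032* at 1.82 (1.56 to 2.09), and *Slc4a3* at 1.81 (1.57 to 2.07). The sign held under all 7 alternatives that were run for these genes.

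More cells of the inner retina in the mutant library, and their free RNA, may explain a part of this. *Slit2* is among the leading genes of a bipolar-like cluster, and bipolar-like and amacrine-like cells take larger shares of the mutant cells. With the mutant clusters weighted to the UMI shares of the WT library, the median log2 ratio of the 5 genes fell from 1.84 to 1.37. The rule that picked these genes required the same direction within 4 of the classes, so the sign of that value was set by the selection. To separate choice and measurement, the UMIs were split at random into 2 parts, 20 times, with 5 genes chosen by the rule in 1 part, its limit on all UMIs of a gene scaled to the part, and measured in the other. Their reweighted median lay from 0.97 to 1.30 there, against −0.17 to 0.13 for counts simulated with the same levels in each cluster of both libraries. For genes picked in this way, the shares of the clusters are therefore not the whole cause, while a different mix of cells within a cluster is not excluded. In barcodes with 10 to 100 UMIs, the median of the 4 genes with UMIs in both libraries was 2.40, but each of these had only 1 or 2 UMIs in the WT library there. Free RNA and a change within cells therefore cannot be told apart for these genes. With 1 library per condition, a difference between the libraries in handling or preparation is confounded with the genotype, which stays open and untested as a biological explanation.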

How the results depend on the processing

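The alternatives that removed the top 10% of doublet scores and that gave mtDNA-encoded genes as a share of mtDNA UMIs were chosen only after the results were seen, as was the rule that names clusters, against which no second rule was run. Every result planned for the 2 libraries is covered, except the shares of red blood cells and of unnamed clusters and the lists that hold naming markers of a class, within that class. Single genes are covered over all cells only. Without replicates, a value is called moved when an alternative took it outside its interval for counting error, and reversed when its interval excluded 0 and the sign changed. No paired analysis was possible because each condition has 1 library and the shared replicate number 1 gives a single pair.

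Under every alternative that was run for them, the log2 ratio of the share kept its sign for 5 classes. It ranged from −0.21 to −0.019 for rod-like, from 0.022 to 0.52 for cone-like, and from 0.74 to 1.42 for bipolar-like cells. For amacrine-like cells it ranged from 0.61 to 1.66, and for macrophage- or microglia-like cells from −2.08 to −1.23. The interval of the rod-like value with no mtDNA limit, −0.054 to 0.015, holds 0. The cone-like interval holds 0 in the main setting, −0.12 to 0.22, so the cone-like direction lies within counting error there. It also holds 0 with the barcode rank cell call, at least 1000 UMIs, Leiden resolution 2, and the top 10% doublet scores removed. In the main setting, an unnamed cluster led by cone genes holds 1.03% of WT and 1.94% of mutant cells. The cone-like direction therefore also depends on leaving that cluster unnamed. The median log2 ratio over all cells kept its sign for nDNA-encoded OXPHOS (0.097 to 0.15), antioxidant (0.091 to 0.21), glutamate release (0.11 to 0.35), GABA synthesis and release (0.45 to 1.06), uptake in glia (0.28 to 0.96), AMPA (0.26 to 0.62), NMDA (0.19 to 0.41), kainate (0.40 to 0.61), GABA receptors (0.50 to 0.91), glycolysis (0.11 to 0.29), and fatty acid oxidation (0.30 to 0.70). The median of all genes, 0.07 over all cells, itself moved to 0.21 with the mean over cells of the per-cell CPM and to 0.17 with no mtDNA limit, so the nDNA-encoded OXPHOS list lay below it under both. In single classes the median of all genes shifted by more than 0.1 in 5 cases. With the mean over cells of the per-cell CPM it stood at 0.14 in rod-like and 0.14 in amacrine-like cells, and under median of ratios scaling at 0.17 in amacrine-like cells. In RPE-like cells it was 0.40 with the barcode rank cell call and −0.12 with no mtDNA limit. Leiden resolution 2 left the ratios of all 7 shares within their intervals. Removing called doublets could not be run as an alternative, since the caller marked 0 WT cells and 1 mutant cell.

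The values that moved or reversed follow by alternative, except that of single genes over all cells only those that reversed are listed. The cause was not tested for any of them.

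With the barcode rank cell call, a limit of 5604.2 UMIs in WT and 4314.6 UMIs in mutant, 2137 WT and 3235 mutant cells passed. The log2 ratio of the share was −0.21 for rod-like, 1.15 for bipolar-like, 0.67 for amacrine-like, −1.15 for Müller-like, and −2.08 for macrophage- or microglia-like cells. The RPE-like share reversed to −1.02. Medians of 0.024 for complex II, 0.17 for complex V, 0.22 for the ND4 module, 0.16 for the N module, 0.091 for antioxidant, −0.63 for retinoid cycle, 0.11 for glutamate release, and 0.29 for uptake in glia moved over all cells. Medians of 0.26 for AMPA, 0.19 for NMDA, 0.11 for glycolysis, −0.18 for CoA synthesis, and −0.053 for TCA cycle moved over all cells. Medians of 0.24 for complex I, 0.31 for complex V, 0.25 for the ND2 module, 0.31 for the ND4 module, 0.49 for the ND5 module, 0.27 for the N module, 0.64 for uptake in glia, and 0.10 for AMPA moved in rod-like cells. Medians of 0.049 for NMDA, 0.074 for kainate, 0.57 for GABA receptors, −0.42 for CoA synthesis, and 0.33 for fatty acid oxidation moved in rod-like cells. A median of −0.16 for retinoid cycle was reversed in cone-like cells. Medians of 0.24 for the Q module, 0.21 for the ND5 module, 0.52 for uptake in glia, and 0.19 for TCA cycle moved in bipolar-like cells. Medians of −0.32 for retinoid cycle and −0.010 for glutamate release were reversed in bipolar-like cells. A median of 0.45 for phototransduction moved in amacrine-like cells. Medians of 0.23 for complex III and 0.56 for GABA synthesis and release moved in Müller-like cells. A median of 0.34 for phototransduction was reversed in Müller-like cells. Medians of 0.40 for nDNA-encoded OXPHOS, 0.77 for complex II, 0.52 for complex IV, 0.40 for complex V, 0.87 for the ND2 module, 0.55 for the ND4 module, 0.66 for the ND5 module, and 0.34 for antioxidant moved in macrophage- or microglia-like cells. Medians of −0.18 for phototransduction, 0.79 for GABA synthesis and release, 0.13 for uptake in glia, −0.36 for NMDA, −0.20 for kainate, −0.16 for GABA receptors, 0.36 for glycolysis, and 0.45 for TCA cycle moved in macrophage- or microglia-like cells. Medians of −0.070 for retinoid cycle and −0.0025 for AMPA were reversed in macrophage- or microglia-like cells. Medians of −0.51 for nDNA-encoded OXPHOS, −0.50 for complex I, −0.28 for complex III, −0.53 for complex IV, −0.52 for complex V, −0.35 for the Q module, −0.78 for the Q/ND1 module, and −0.82 for the ND2 module moved in RPE-like cells. Medians of −0.59 for the ND4 module, −0.38 for the ND5 module, −0.45 for the N module, −0.39 for antioxidant, 1.82 for phototransduction, 1.80 for glutamate release, 1.43 for GABA synthesis and release, and 0.13 for uptake in glia moved in RPE-like cells. Medians of 1.37 for AMPA, 0.93 for NMDA, 1.41 for kainate, 1.06 for GABA receptors, 0.39 for glycolysis, 1.04 for CoA synthesis, and −0.53 for TCA cycle moved in RPE-like cells. The genes that reversed over all cells were mt-Nd1 to 0.16, mt-Cytb to 0.018, mt-Co2 to 0.071, mt-Co3 to 0.11, mt-Atp6 to 0.015, and Lrp1 to −0.66.

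With no mtDNA limit, 23176 WT cells passed. The log2 ratio of the share was −0.019 for rod-like, 0.52 for cone-like, 1.42 for bipolar-like, 1.13 for Müller-like, and 1.42 for RPE-like cells. Medians of 0.11 for nDNA-encoded OXPHOS, 0.14 for complex III, 0.090 for complex V, 0.15 for the ND4 module, 0.29 for the ND5 module, 0.21 for antioxidant, 0.35 for glutamate release, and 0.67 for GABA synthesis and release moved over all cells. Medians of 0.64 for uptake in glia, 0.45 for AMPA, 0.39 for NMDA, 0.066 for CoA synthesis, and 0.58 for fatty acid oxidation moved over all cells. Medians of 0.045 for retinoid cycle and 0.0074 for phototransduction were reversed over all cells. Medians of 0.17 for nDNA-encoded OXPHOS, 0.20 for complex I, 0.16 for complex V, 0.24 for the ND4 module, 0.37 for the ND5 module, 0.26 for antioxidant, 0.24 for glutamate release, and 0.28 for AMPA moved in rod-like cells. A median of 0.25 for NMDA moved in rod-like cells. Medians of 0.13 for the N module and 0.042 for uptake in glia moved in cone-like cells. A median of −0.0059 for phototransduction was reversed in cone-like cells. A median of 0.53 for uptake in glia moved in bipolar-like cells. Medians of 0.48 for glutamate release, 0.63 for AMPA, and 0.27 for NMDA moved in macrophage- or microglia-like cells. Medians of 0.24 for complex I, 0.23 for complex III, 0.25 for complex IV, 0.20 for the Q module, 0.26 for the Q/ND1 module, 0.46 for the ND2 module, 0.27 for the ND4 module, and 0.33 for the ND5 module moved in RPE-like cells. Medians of 0.41 for the N module, 0.21 for antioxidant, 0.75 for uptake in glia, and −0.092 for TCA cycle moved in RPE-like cells. Medians of 0.24 for nDNA-encoded OXPHOS, 0.24 for complex V, −0.39 for phototransduction, −0.15 for glutamate release, −0.10 for GABA synthesis and release, −0.030 for AMPA, and −0.030 for NMDA were reversed in RPE-like cells.

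Where cells needed at least 1000 UMIs, the log2 ratio of the share was 0.77 for RPE-like cells. A median of 0.22 for kainate moved in rod-like cells. A median of 0.38 for retinoid cycle moved in amacrine-like cells. Medians of −0.078 for complex I, −0.19 for the ND2 module, 0.36 for phototransduction, 0.48 for GABA synthesis and release, 0.038 for uptake in glia, and 0.24 for glycolysis moved in RPE-like cells.

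When genes were scaled over both libraries, the log2 ratio of the share was −0.15 for rod-like and 0.32 for cone-like cells.

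After anchor-based integration, the log2 ratio of the share was −0.15 for rod-like, 0.27 for cone-like, 0.61 for amacrine-like, 1.94 for Müller-like, and 1.35 for RPE-like cells.

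Using CPM over nuclear genes, medians of 0.11 for nDNA-encoded OXPHOS, 0.13 for complex I, 0.13 for complex V, −0.10 for phototransduction, and 0.27 for AMPA moved over all cells. Medians of 0.18 for nDNA-encoded OXPHOS, 0.20 for complex I, and 0.20 for complex V moved in rod-like cells. Medians of 0.074 for nDNA-encoded OXPHOS and 0.087 for complex I moved in cone-like cells.

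Under median of ratios scaling, medians of 0.097 for nDNA-encoded OXPHOS, 0.11 for complex I, 0.041 for complex II, 0.12 for complex V, 0.090 for the ND2 module, 0.17 for the ND4 module, 0.31 for the ND5 module, and 0.19 for the N module moved over all cells. Medians of −0.12 for phototransduction, 0.26 for AMPA, and −0.037 for TCA cycle moved over all cells. Medians of 0.23 for nDNA-encoded OXPHOS, 0.25 for complex I, 0.26 for complex V, 0.25 for the ND2 module, 0.18 for glutamate release, and 0.27 for AMPA moved in rod-like cells. Medians of −0.15 for nDNA-encoded OXPHOS, −0.12 for complex I, −0.042 for complex III, −0.23 for complex IV, −0.23 for complex V, −0.18 for the ND2 module, −0.11 for the ND4 module, and −0.082 for the ND5 module moved in amacrine-like cells. Medians of 0.46 for phototransduction and −0.14 for glycolysis moved in amacrine-like cells. A median of 0.029 for the N module was reversed in amacrine-like cells. Medians of 0.15 for nDNA-encoded OXPHOS, 0.068 for complex V, 0.14 for the N module, and −0.085 for phototransduction moved in macrophage- or microglia-like cells.

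With the mean over cells of the per-cell CPM, medians of 0.11 for nDNA-encoded OXPHOS, 0.18 for complex I, 0.034 for complex III, 0.10 for complex IV, 0.078 for complex V, 0.18 for the ND2 module, 0.14 for the ND4 module, and 0.26 for the ND5 module moved over all cells. Medians of 0.19 for antioxidant, 0.32 for glutamate release, 1.06 for GABA synthesis and release, 0.96 for uptake in glia, 0.62 for AMPA, 0.41 for NMDA, 0.61 for kainate, and 0.91 for GABA receptors moved over all cells. Medians of 0.29 for glycolysis, 0.12 for CoA synthesis, 0.70 for fatty acid oxidation, and 0.16 for TCA cycle moved over all cells. A median of 0.53 for retinoid cycle was reversed over all cells. Medians of 0.14 for nDNA-encoded OXPHOS, 0.20 for complex I, 0.051 for complex III, 0.074 for complex IV, 0.10 for complex V, 0.16 for the Q/ND1 module, 0.19 for the ND4 module, and 0.34 for the ND5 module moved in rod-like cells. Medians of 0.24 for glutamate release, 0.72 for GABA synthesis and release, 1.17 for uptake in glia, 0.45 for AMPA, 0.34 for NMDA, 0.57 for kainate, 1.05 for GABA receptors, and 0.34 for glycolysis moved in rod-like cells. Medians of 0.93 for fatty acid oxidation and 0.17 for TCA cycle moved in rod-like cells. A median of 0.019 for CoA synthesis was reversed in rod-like cells. Medians of 0.076 for nDNA-encoded OXPHOS, 0.074 for complex I, and 0.066 for phototransduction moved in cone-like cells. A median of −0.034 for the Q module was reversed in cone-like cells. Medians of −0.085 for nDNA-encoded OXPHOS, −0.037 for complex I, −0.0019 for the ND5 module, and 0.24 for NMDA moved in bipolar-like cells. Medians of −0.48 for nDNA-encoded OXPHOS, −0.44 for complex I, −0.39 for complex III, −0.53 for complex IV, −0.63 for complex V, −0.58 for the Q module, −0.63 for the Q/ND1 module, and −0.53 for the ND2 module moved in amacrine-like cells. Medians of −0.46 for the ND4 module, −0.44 for the ND5 module, −0.41 for the N module, 0.61 for glutamate release, 0.31 for GABA receptors, and −0.49 for glycolysis moved in amacrine-like cells. Medians of 0.039 for complex I, −0.32 for complex III, −0.56 for the Q/ND1 module, −0.19 for the ND2 module, 0.039 for the ND4 module, 0.36 for the ND5 module, 0.047 for the N module, and −0.19 for antioxidant moved in Müller-like cells. Medians of 0.51 for AMPA, −0.13 for kainate, and −0.43 for glycolysis moved in Müller-like cells. Medians of −0.043 for nDNA-encoded OXPHOS, −0.079 for complex IV, −0.10 for complex V, and 0.015 for phototransduction were reversed in Müller-like cells. Medians of 0.021 for nDNA-encoded OXPHOS, 0.13 for complex I, 0.053 for complex V, −0.24 for the ND4 module, −0.13 for phototransduction, 0.064 for GABA synthesis and release, 0.59 for AMPA, and −0.19 for glycolysis moved in macrophage- or microglia-like cells. Medians of −0.068 for complex III and −0.028 for complex IV were reversed in macrophage- or microglia-like cells. Medians of 0.15 for the Q/ND1 module, 0.13 for the ND2 module, −0.19 for the ND4 module, 0.16 for the N module, 0.15 for GABA synthesis and release, 0.37 for NMDA, −0.15 for glycolysis, and −0.17 for TCA cycle moved in RPE-like cells. A median of −0.052 for phototransduction was reversed in RPE-like cells. The genes that reversed over all cells were Cat to 0.18, Stra6 to 0.93, Rpe65 to 1.03, Rdh5 to 1.15, and Otx2 to 0.022.

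Taking lists from 100 UMIs, a median of 0.45 for GABA synthesis and release moved over all cells. Medians of 0.014 for AMPA, 0.065 for NMDA, and 0.55 for GABA receptors moved in rod-like cells. Medians of 0.16 for retinoid cycle and −0.023 for GABA receptors moved in bipolar-like cells. A median of −0.076 for glutamate release moved in amacrine-like cells. A median of −0.16 for NMDA moved in Müller-like cells. A median of 0.073 for uptake in glia moved in RPE-like cells.

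With each cell thinned to 400 UMIs, for the groups of WT rod-like cells, Otx2 moved to 1.47, Crx moved to 0.65, mt-Nd4 moved to −0.64, and mt-Cytb moved to −0.63. For the groups of mutant rod-like cells, Otx2 moved to 1.06, Crx moved to 0.45, mt-Nd4 moved to −0.61, and mt-Cytb moved to −0.66. For the groups of WT Müller-like cells, Otx2 moved to 3.46, Crx moved to 3.78, mt-Nd4 moved to −1.38, and mt-Cytb moved to −1.02. For the groups of mutant Müller-like cells, Otx2 moved to 0.71 and mt-Cytb reversed to 0.19.

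With the top 10% doublet scores removed, medians of 0.15 for nDNA-encoded OXPHOS, 0.28 for uptake in glia, 0.27 for AMPA, 0.24 for NMDA, and 0.50 for GABA receptors moved over all cells. A median of 0.13 for NMDA moved in rod-like cells. Medians of 0.096 for retinoid cycle, 1.36 for uptake in glia, and 0.40 for fatty acid oxidation moved in bipolar-like cells. Medians of 0.18 for retinoid cycle and 0.042 for phototransduction moved in amacrine-like cells. Medians of 0.0037 for complex II, 0.088 for retinoid cycle, and −0.21 for phototransduction moved in macrophage- or microglia-like cells. Medians of −0.10 for GABA synthesis and release and −0.064 for AMPA were reversed in macrophage- or microglia-like cells. Medians of 0.22 for kainate and −0.22 for glycolysis moved in RPE-like cells. The genes that reversed over all cells were Lrp1 to −0.0066.

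As a share of mtDNA UMIs, the genes that reversed over all cells were mt-Nd1 to 0.16, mt-Cytb to 0.052, mt-Co2 to 0.070, mt-Co3 to 0.098, and mt-Atp6 to 0.012.

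Of the 324 comparisons of single genes with the alternatives fixed in advance, 175 stayed within their interval, 138 moved without reversing, and 11 reversed. Of the 67 with the alternatives chosen later, 40 stayed, 21 moved, and 6 reversed. Among those that moved, the barcode rank cell call took *Rpe65* to −2.30, *Stra6* to −2.04, and *Rdh5* to −2.24. Depth limits the values for Müller-like cells, with 45 WT and 86 mutant cells, and leaves *Olig1* without a comparison. An RGC-like class was named only with no mtDNA limit.

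Within classes, 4 of 13 mtDNA-encoded genes were lower in Müller-like, 6 in amacrine-like, and 7 in RPE-like cells, and 13 in each other class. With the mean over cells of the per-cell CPM the 3 counts were 12, 11, and 13, and with no mtDNA limit 4, 10, and 13. With the top 10% doublet scores removed, 13 were lower in RPE-like cells. With the barcode rank cell call, 8 were lower in rod-like, 12 in bipolar-like, and 5 in macrophage- or microglia-like cells. As a share of mtDNA UMIs, 7 to 9 were lower in every class.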

Differences from the paper's values

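The scale of mtDNA-encoded UMIs named below was chosen only after the values were seen. Shares are compared with those of replicate 1 of each genotype in the paper's supporting data, where they are percentages of all cells of that library in the paper's own set, whose number per library the paper's text does not state. Shares here are percentages of 12529 WT and 18395 mutant cells. The classes were named anew from markers, the paper's subclusters were summed, and a difference may come from these rebuilt names: removing the mtDNA limit, for example, took the mutant amacrine-like share to 1.42%. All 14 of the paper's values lie outside the intervals here. Of these, 9 are called different because the larger value is also more than 1.5 times the smaller.

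For Müller cells, the paper's shares are 4.45% in WT and 7.09% in mutant retina, and the Müller-like shares here are 0.359% and 0.468%. The paper's share of RPE cells in WT is 0.871%, and the value here is 2.44%. Bipolar cells in WT make up 5.74% in the paper and 1.84% here. The paper's macrophages and microglia in WT make up 0.512%, and those here 1.91%. Each of these stayed different under all alternatives set before the data were examined. None of those alternatives changed the naming rule. The 2 unnamed *Glul*-rich clusters hold 6.25% of WT and 7.20% of mutant cells, and *Glul* is the paper's Müller marker. The differences in the Müller shares may therefore come from leaving these clusters unnamed.

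Amacrine cells make up 1.62% in WT in the paper and 0.631% here, which stayed different under all of these alternatives. With the barcode rank cell call (2.67%) the WT share lay on the other side of the paper's value. In mutant retina they make up 1.03% in the paper and 1.66% here. With no mtDNA limit (1.42%) and with anchor-based integration (0.728%, on the other side of the paper's value) it was within 1.5 times, and not with the other alternatives. The paper's amacrine shares leave out its horizontal cells, marked by *Snhg11*, at 1.51% in WT and 1.11% in mutant retina. The amacrine-like class here is the cluster with the most *Snhg11*. The difference in mutant retina may therefore come from this match of classes, while counting those cells would widen the difference in WT. The paper's cone shares are 6.28% in WT and 7.39% in mutant retina, against 3.91% and 4.04% here. With the barcode rank cell call the cone-like shares were 13.8% and 14.0%, above the paper's values. The WT value was within 1.5 times with genes scaled over both libraries (4.72%) alone. The mutant value was so with genes scaled over both libraries (5.90%) and with no mtDNA limit (5.36%). The paper's value lay outside the interval in each of these cases. Counting the unnamed cluster led by cone genes, with 1.03% of WT and 1.94% of mutant cells, would narrow both differences.

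The paper states, over all its libraries, that cones and bipolar cells were reduced in the mutant retina. In replicate 1 alone, its cone shares rise from 6.28% in WT to 7.39% in mutant retina. Its bipolar shares there fall from 5.74% to 4.44%. In these 2 libraries, the log2 ratio of the share was 0.05 for cone-like and 0.88 for bipolar-like cells. For macrophages and microglia, the paper's shares in replicate 1 are 0.512% in WT and 0.870% in mutant retina. Here the share was lower in the mutant library, with a log2 ratio of −1.40. Muller1 cells are described in the paper as having more *Olig1*, which had 0 UMIs in the Müller-like cells here.

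The paper describes ND2, CYTB, and ATP8 as upregulated in the mutant retina. For ND2 and CYTB, and for CO2 and CO3 below, it also reports quantitative PCR on replicated retina samples. That evidence was not examined here, and 1 library per genotype does not outweigh it. Over all cells here, the log2 ratios were −0.36 for mt-Nd2, −0.17 for mt-Cytb, and −1.50 for mt-Atp8. For mt-Cytb, the sign was positive with the barcode rank cell call (0.02) and as a share of mtDNA UMIs (0.05), a scale chosen after seeing the values. The paper also describes CO2, CO3, and ATP6 as downregulated, and these were lower by CPM here. They were higher with the barcode rank cell call (0.07, 0.11, and 0.015) and as a share of mtDNA UMIs (0.07, 0.10, and 0.01).

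The paper states that the ND2 module was downregulated. Here 5 of its 5 nDNA-encoded structural genes were higher in the mutant library, with a median log2 ratio of 0.12, while the mtDNA-encoded mt-Nd2, mt-Nd3, mt-Nd4l, and mt-Nd6 were lower. The paper states that pathways of electron transport and ATP synthase were downregulated, and that macrophages had more downregulated than upregulated OXPHOS genes. Over the whole list of nDNA-encoded OXPHOS genes, 91 were higher and 35 lower over all cells, and 85 and 17 in macrophage- or microglia-like cells. The median of the latter fell from 0.24 to 0.02 with the mean over cells of the per-cell CPM. These tallies have no threshold and leave out the mtDNA-encoded genes, which the paper's counts include. By CPM, 13 of 13 mtDNA-encoded genes were lower over all cells and in macrophage- or microglia-like cells. With the barcode rank cell call, 8 and 5 of them were lower. For GABAergic amacrine cells, the paper states more upregulated than downregulated OXPHOS genes. In amacrine-like cells, which were not divided by type here, 21 nDNA-encoded genes were higher and 103 lower. Their subclusters were uneven, with 1 of 9 WT and 93 mutant cells at a median of 850 UMIs, and another of 0 WT and 34 mutant cells. What this mix adds was not tested, while the class median stayed below 0 under every alternative, from −0.48 to −0.15. The paper describes phototransduction pathways as upregulated in Müller1 cells, and the list stood at −0.12 in Müller-like cells, but at 0.34 with the barcode rank cell call and at 0.02 with the mean over cells of the per-cell CPM.

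By Compass scores, a different measure, the paper describes glycolysis and fatty acid oxidation as downregulated and VA metabolism as upregulated, retinol isomerase and reductase included. By transcripts, the medians here were 0.19 for glycolysis, 0.43 for fatty acid oxidation, and −0.12 for the retinoid cycle, with *Rpe65* at −0.60, *Rdh5* at −0.45, and *Rdh12* at −0.43. The glycolysis and fatty acid oxidation lists are parts of those pathways, with 10 and 4 genes. With the mean over cells of the per-cell CPM, the retinoid cycle stood at 0.53, *Rpe65* at 1.03, and *Rdh5* at 1.15, and with no mtDNA limit the retinoid cycle stood at 0.05.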

Other observations

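The tests of nuclear RNA in rod-like cells, of the *Glul*-rich clusters, of immediate early genes, and of the mtDNA limit were chosen only after the results were seen, as were the barcodes with 100 to 200 UMIs.

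The cluster with the most *Snhg11* may be a mixture. It held 21.9 UMIs of the amacrine markers per UMI of the horizontal cell markers, but these amacrine markers are among those that named it, so the count restates the name. In the subcluster with the most *Snhg11*, of 0 WT and 34 mutant cells, the amacrine markers had 66 UMIs and the RGC marker *Rbpms* alone 60. Another subcluster, of 11 WT and 39 mutant cells, held 348 UMIs of *Sncg*, the paper's RGC marker, and 64 of *Rbpms*. The amacrine markers had 693 UMIs in that subcluster. The amacrine-like values include these cells. Horizontal cells and RGCs among them are not excluded, and no biological explanation was tested.

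Phototransduction genes in classes other than rods may reflect free RNA from rods. In barcodes with 10 to 100 UMIs, 7278 in the WT and 8426 in the mutant library, the median log2 ratio of 8 rod genes was 0.17, and over the 5 other classes it was 0.15. In these classes the genes stood at a median of 0.609 of their free RNA level in WT and 0.595 in mutant cells. The medians of single classes were 0.14 in bipolar-like, 0.10 in macrophage- or microglia-like, 0.38 in amacrine-like, 0.43 in RPE-like, and −0.29 in Müller-like cells. For *Gnat1*, the bipolar-like ratio of 0.13 (0.09 to 0.17) lay outside the interval in the free RNA, 0.51 (0.42 to 0.60), which goes against free RNA as the whole cause, while 77 of 80 levels lay below the free RNA level, which allows it. Free RNA and a change within these classes therefore cannot be told apart. In barcodes with 100 to 200 UMIs, *Gnat1* stood at 0.68.

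The mtDNA-encoded genes changed in similar proportion in many classes, which may be a difference of the whole library. As shares of mtDNA-encoded UMIs, 10 of 13 genes had the same sign in the cells and in barcodes with 10 to 100 UMIs. The rule for reading this test lost its upper limit after the count was seen, and 10 genes decide nothing under either form. Genotype and library cannot be told apart here, because 1 library was made for each and an effect of the genotype on every cell would also reach the free RNA. The lower share of mtDNA-encoded UMIs in the mutant library was not produced by the 20% limit, since without it the mutant share lay further below the WT share, by −4.13 percentage points. The difference does depend on the cell call, since the shares were 5.94% and 5.90% with the barcode rank cell call. In barcodes with 10 to 100 UMIs the share was 18.0% in WT and 8.82% in mutant, and in those with 100 to 200 UMIs 37.1% and 10.4%. Damaged cells in the WT tissue and the genotype both stay open and untested.

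The higher GABA and glia uptake lists in mutant rod-like cells may come from free RNA of inner retinal cells. The test took 33 genes of the GABA receptor, GABA synthesis and release, and glia uptake lists, and left out the AMPA list. Their median log2 ratio of mutant over WT was 0.70 in barcodes with 10 to 100 UMIs and 0.44 in rod-like cells. In the mutant library, the median log2 ratio of the rod-like CPM over the CPM in those barcodes was −0.63, with 26 of the 33 genes below. A change of the genotype within rods remains untested.

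Immediate early genes were lower in the mutant library, with a median log2 ratio of −1.70 (−1.76 to −1.36) over all cells and 18 of 18 genes lower. A list of heat shock genes stood at −0.76 (−0.97 to −0.71), with 9 of 9 genes lower. A candidate explanation is a difference in handling of the tissue: the median of the immediate early genes was negative in 7 of 7 classes, although the interval in RPE-like cells, −0.76 to 0.09, holds 0. In barcodes with 10 to 100 UMIs the median was −1.21. Handling and genotype cannot be told apart with 1 library each. By the fixed rule, the genes with the lowest log2 ratio were *Ccl4* at −3.08 (−3.26 to −2.91), *Klf4* at −2.90 (−3.20 to −2.61), *Fosb* at −2.62 (−2.73 to −2.50), *Egr1* at −2.40 (−2.45 to −2.35), and *Cox8b* at −2.24 (−2.35 to −2.12). Of these, *Ccl4* leads a macrophage- or microglia-like cluster and *Cox8b* is among the leading genes of the RPE-like cluster, and within those classes the ratios were −1.56 (−1.75 to −1.38) and −2.08 (−2.21 to −1.96). *Klf4*, with 580 of 736 WT UMIs in macrophage- or microglia-like cells, stood at −1.18 (−1.51 to −0.87) within them. Over all cells, *Cox8b* moved to −0.69 with the mean over cells of the per-cell CPM and to −3.77 with the barcode rank cell call.

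The 2 groups of rod-like cells may differ in the share of nuclear RNA in the barcode. With each cell thinned to 400 UMIs, the log2 ratio of *Kcnq1ot1*, higher over lower group, was 2.92 in WT and 1.96 in mutant cells. *Malat1*, whose difference prompted the test, stood at 2.28 and 1.71, and *Neat1*, with 5 to 18 UMIs per group, at 1.84 and 1.26. The thinned ratios of *Otx2* and *Crx* were 1.47 and 0.65 in WT and 1.06 and 0.45 in mutant cells. Ribosomal protein transcripts remained lower in the higher group, at −0.91 and −0.55. A difference in rod state stays open and was not tested.

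The 2 *Glul*-rich clusters may be barcodes that hold RNA of several cell types, which the values here do not decide. With 400 UMIs per barcode, a *Glul* and a *Nefl* UMI occurred together 1.47 times as often as by chance in WT and 1.21 times in mutant cells. The clusters were looked at because both genes lead them, and a mix of cells, or 1 cell type with both genes, could give this too. Unthinned, 24.0% of WT and 45.4% of mutant cells of these clusters held both. *Glul* stood at 1.42 times its free RNA level in WT and 1.20 times in mutant cells. *Slc1a3* stood at 18.5 CPM in WT and 34.6 in mutant cells of these clusters, against 496 and 610 CPM in Müller-like cells. *Aqp4* stood at 22.7 and 38.9 CPM, against 516 and 437. These levels are low for Müller cells, but *Rlbp1*, *Aqp4*, and *Dkk3* were raised over all other cells in both clusters. Müller cells with attached neurites are not excluded, and no biological explanation was tested.

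Both libraries hold Y-linked transcripts and hardly any *Xist*: *Ddx3y* had 4715 WT and 5011 mutant UMIs, and *Xist* had 5 UMIs in each. Red blood cells made up 0.607% (0.478 to 0.759) of WT and 0.114% (0.071 to 0.174) of mutant cells. The direction is not settled, as the shares were 1.25% and 1.89% with Leiden resolution 2, 1.17% and 2.10% with the top 10% doublet scores removed, 2.47% and 2.93% with no mtDNA limit, and 0.0912% and 0.0911% with at least 1000 UMIs.

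Some genes whose proteins the paper measured had these log2 ratios of transcripts over all cells. *Cat* stood at −0.44 (−0.59 to −0.28) and *Sod1* at 0.17 (0.12 to 0.22), where the paper reports more of both proteins. *Lpl* stood at 1.41 (0.90 to 1.94), *Lrp1* at 0.22 (0.08 to 0.36), *Rara* at 0.04 (−0.06 to 0.13), and *Rxra* at 0.06 (−0.05 to 0.17). *Pde6b* stood at −0.01 (−0.02 to 0.00), *Prkcq* at −0.39 (−0.79 to 0.00), *Gria1* at 1.19 (0.90 to 1.49), and *Gabbr1* at 0.47 (0.38 to 0.55). *Grin1* stood at 1.41 (1.15 to 1.69), *Gnb3* at 0.51 (0.48 to 0.54), and *Vamp2* at 0.32 (0.30 to 0.35). The sign depended on the processing for *Cat* (−0.79 to 0.18), *Lrp1* (−0.66 to 1.20), *Prkcq* (−1.85 to 1.17), *Rara* (−0.02 to 0.15), and *Pde6b* (−0.04 to 0.07).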
